# The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to *Schistosoma japonicum* Infection

**DOI:** 10.1371/journal.pone.0130344

**Published:** 2015-06-30

**Authors:** Jianmei Yang, Zhiqiang Fu, Yang Hong, Haiwei Wu, Yamei Jin, Chuangang Zhu, Hao Li, Ke Lu, Yaojun Shi, Chunxiu Yuan, Guofeng Cheng, Xingang Feng, Jinming Liu, Jiaojiao Lin

## Abstract

Water buffalo are less susceptible to *Schistosoma japonicum* infection than yellow cattle. The factors that affect such differences in susceptibility remain unknown. A *Bos taurus* genome-wide gene chip was used to analyze gene expression profiles in the peripheral blood of water buffalo and yellow cattle pre- and post-infection with *S*. *japonicum*. This study showed that most of the identified differentially expressed genes(DEGs) between water buffalo and yellow cattle pre- and post-infection were involved in immune-related processes, and the expression level of immune genes was lower in water buffalo. The unique DEGs (390) in yellow cattle were mainly associated with inflammation pathways, while the unique DEGs (2,114) in water buffalo were mainly associated with immune-related factors. The 83 common DEGs may be the essential response genes during *S*. *japonicum* infection, the highest two gene ontology (GO) functions were associated with the regulation of fibrinolysis. The pathway enrichment analysis showed that the DEGs constituted similar immune-related pathways pre- and post-infection between the two hosts. This first analysis of the transcriptional profiles of natural hosts has enabled us to gain new insights into the mechanisms that govern their susceptibility or resistance to *S*. *japonicum* infections.

## Introduction

Schistosomiasis remains an important global public health problem that affects 200 million people in 76 countries. Schistosomiasis control in China has been remarkably successful, with the number of cases being reduced from 11,000,000 to 286,836 by the end of 2011 [1]. Endemic areas of uncontrolled schistosomiasis in China are mostly distributed in the marsh, lake, and mountainous regions [2,3]. Studies have shown that bovine infection is one of the main threats for human infection [4,5]. Water buffalo(*Bubalus bubalis*) and yellow cattle(*Bos indicus*) are considered to be the main transmission sources for schistosomiasis in China [6,7].

*Schistosoma japonicum* has a wide range of host species, and at least 46 species of mammals, other than humans, are known to be naturally infected by *S*. *japonicum*. The degree of susceptibility to *S*.*japonicum* has been previously demonstrated to vary among several host species [8]. In addition, host self-curing and parasite clearance have been observed in water buffalo and pigs after a certain period of infection [9,10]. Parasites that survive in such less-susceptible hosts also showed substantial changes in morphology, being shorter in length, having poorly developed gonads, and demonstrating a lower rate of worm pairing and spawning by female worms [11,12].

As a consequence of extensive host–parasite co-evolution, parasites exhibit a complex relationship with their hosts. Although the susceptibility/resistance mechanism for host infection with parasites remains unknown, immunological factors have proved to be intimately linked with parasite development [13,14]. Recently, there has been considerable interest in defining genetic and immunological markers that could be important for disease resistance [15,16].

In our lab, we have compared the gene expression profiles of schistosomes from two natural hosts, water buffalo and yellow cattle [17]. In this study, we used a bovine whole genome microarray to analyze the host molecular mechanism against schistosome infection. We report the first analysis of the transcriptional profiles of genes in peripheral blood from water buffalo and yellow cattle pre- and 7 weeks post-infection with *S*.*japonicum*. Understanding the molecular mechanisms affecting and regulating the development and survival of schistosomes will be essential for improving our knowledge of the host–pathogen relationship, revealing different susceptibilities within the natural host environment, and providing new ideas for the prevention of this disease.

## Materials and Methods

### Ethics Statement

All work was conducted in accordance with the guidelines of the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC). The animal study protocol was approved by the Animal Care and Use Committee of the Shanghai Veterinary Research Institute, Chinese Academy of Agricultural Sciences (CAAS), People’s Republic of China.

### Collection of blood samples and RNA preparation

Water buffalo and yellow cattle (three per group, 15–18-month-old males) were infected with cecariae of *S*.*japonicum* according to the method described in previous reports [17, 18]. Before infection and 7 weeks post-infection, peripheral blood samples were collected from each animal using ordinary vacuum tubes containing a sterile anticoagulant EDTA dipotassium salt. RNA extraction of blood samples was completed within 24h. Total RNA was extracted and purified using the RNeasy Micro Kit and RNase-Free DNase Set (Qiagen, Germany) according to the manufacturer’s instructions. RNA samples were amplified and labeled using the Low Input Quick Amp Labeling Kit (Agilent Technologies, USA) as follows. A 200-ng aliquot of total RNA from each sample was converted into complementary RNA, labeled with the fluorophore cyanine 3-CTP (CY3c) and hybridized according to the manufacturer’s instructions. Samples were examined at A260 and A550 using a ND-1000 spectrophotometer (Thermo Scientific, USA) to determine the yield, concentration, amplification efficiency, and abundance of CY3c. The labeled complementary RNA (cRNA) was further purified using the RNeasy MiniKit (Qiagen).

### Microarray composition

A whole genome microarray (Bovine V2, Agilent Technologies) was used to analyze gene expression profiles in peripheral blood from water buffalo and yellow cattle pre- and 7 weeks post-infection with *S*.*japonicum*. The microarray design was based on the sequence data of Btau 4.0 (Refseq Release 34, Mar 2009[19]; TIGR Release12, Sep 2006; UniGene Build 93, Sep 2008), 60-merSurePrint technology, and included 43,803 contiguous sequences (contigs), printed in a 4×44 k feature format. Full details of this bovine microarray design have been deposited in the Gene Expression Omnibus (GEO) public database with the platform accession number GPL11648.

### Microarray hybridization

For the samples from each host, three independent biological replicates were designed for microarray hybridization. The samples from yellow cattle were named Group 1 (g1) and Group 2 (g2) for pre- and 7 weeks post-infection, respectively; the samples from water buffalo were named Group 3 (g3) and Group 4 (g4). 

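Peripheral blood RNA of 3 yellow cattle (g1 and g2) and 3 water buffalo (g3 and g4), each animal sampled before infection and 7 weeks after it, was hybridized to 12 one-color arrays, 3 per group. The arrays lay on 3 slides of 4 arrays each. Slide 1 held the 3 arrays of g1 and 1 array of g3, and slide 2 held 2 arrays of g2 and 2 of g3. Slide 3 held 1 array of g2 and the 3 arrays of g4, so no slide held both time points of a host. The series holds no uninfected animals at week 7, so a change with infection is also a change over 7 weeks. The authors deposited the Feature Extraction output of each array, in which the processed signal is the intensity of a spot after background subtraction, without scaling between arrays. Besides 1264 positive and 153 negative control spots, each array carried 43803 spots, which gave 43653 probes after the spots of a probe were averaged. Accessions in the files matched a RefSeq gene symbol for 23492 probes (53.8%), with 11054 symbols in all. The processed signal was put on the log2 scale and the 75th percentile of each array was subtracted, so that all normalized values are relative to that percentile. Before this step the 75th percentile lay between 217 and 304 in g1, 341 and 402 in g2, 163 and 183 in g3, and 305 and 479 in g4. Between 28119 and 32464 probes per array were well above background, 25762 probes on all 12 arrays and 8424 on none. Fold changes were tested with limma in 1 fit of the 4 group means over the 12 arrays. A probe was tested if it was well above background on all 3 arrays of at least 1 of the groups compared and a non-uniform outlier on none of the 6. Probes with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold are called DEGs. Where no array of a group was above background for a probe, its fold change is given as a lower bound. The number of arrays, 3 per group, limits the precision of every value.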

The microarray hybridization experiments were fulfilled by Shanghai Biotechnology Corporation (China). All procedures were operated according to the standard processes and supporting kits provided for Agilent microarray hybridization.

### Feature extraction and data analysis

Microarrays were scanned using an Agilent Microarray Scanner (G2565CA) and processed with Feature Extraction Software 10.7 (Agilent Technologies) to produce standardized data for statistical analysis. Feature-extracted data were analyzed using GENESPRING (version 11.0; Agilent Technologies/Silicon Genetics, USA). Data sets were further analyzed based on one-color experiments published previously [20]. The gProcessed Signal values were determined in GENESPRING using Agilent’s Feature Extraction software. The gProcessed Signal represents the signal after localized background subtraction and includes corrections for surface trends. Features were deemed ‘Absent’ when the processed signal intensity was less than twice the value of the processed signal error value; ‘Marginal’ when the measured intensity was at a saturated value or if there was a substantial amount of variation in the signal intensity within the pixels of a particular feature. Features that were neither Absent nor Marginal were deemed ‘Present’. Data points were included only if they were Present or Present-Absent, and probes or contigs were retained if all data points were Present or Present-Absent.

The statistical analysis between two groups was performed using the Student’s test. Raw intensity data were analyzed using the R statistical language software (www.r-project.org). The *q-*value estimation for false discovery rate (FDR) control was applied to analyze the data for enrichment analysis of Go function and KEGG pathway (See S3, S4, S6, S8 and S9 Tables) [21, 22]. Heatmap and principal component analysis (PCA) were plotted using Java Treeview software (Stanford University, USA) and a multidimensional scaling algorithm [23].

### Gene ontology and pathway pattern analysis

Those genes considered as differentially expressed genes (DEGs), i.e., those having at least two-fold changes in expression between two groups, were analyzed further. The analysis was performed online at http://www.ebioservice.com/(supported by Shanghai Biochip Corporation, China), including screening DEGs, hierarchical clustering analysis, gene ontology (GO), and pathway pattern analysis. The analysis of GO terms associated with the DEGs in peripheral blood from the two host groups was performed using the combined graphs function of the BLAST software [24]. GO correlations with relative gene expression values were made using Ermine J software [25]. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway of DEGs was analyzed using the maps at http://www.genome.jp/kegg.

### Real-time PCR

A subset of genes predicted to be DE in the microarray analysis was selected for validation using real-time RT-PCR. Gene-specific primers were designed using PRIMER3 (http://frodo.wi.mit.edu/primer3/input.htm). Total amplified RNA from peripheral blood samples from each animal in every group was used for reverse transcription (RT) in a final volume of 20 μL using the PrimerScript RT Kit with gDNA Eraser (Cat# DRR047, Takara, Japan). Products were amplified using the SYBR Premix Ex Taq (Cat#DRR041A, Takara) in an ABI 7500 Real-time System (Applied Biosystems, USA) with the following profile: 50°C for 2 min, 95°C for 30 s; 40 cycles of 95°C for 5 s and 60°C for 34 s; 95°C for 15 s, and 60°C for 1 min. Each reaction was performed using 20 μL of cDNA from the RT reaction in a final volume of 50 μL. Expression levels of *Bos taurus* beta-actin (ACTB, GenBank Accession NM_173979) were used as an endogenous control within each sample. Relative levels of gene expression were calculated using the 2^-ΔΔCT^ method [26]. Each sample was analyzed for primer dimers, contamination, mispriming and specificity by advanced inspection of their melt curves and gel images. All the samples were done by three repeats, the analysis tool for qPCR result was ABI 7500 PCR system software (SDS V1.4). The correlation between real-time PCR and microarray data was performed by SPSS16.0 using Spearman’s Rho measure of correlation [27].

## Results

### Global gene expression profiles of the microarray

Three biological replicates of blood samples from each host were evaluated and the correlation among a total of 12 samples was 0.97–0.99 (Fig 1A). 

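Across the 31362 probes that were well above background on all arrays of at least 1 group, Pearson's r of the normalized log2 signal lay between 0.884 and 0.991 over the 66 pairs of arrays, with a median of 0.908. These correlations are across probes, which are not independent replicates. The 12 pairs of arrays within a group had r between 0.972 and 0.991. Within g1 the range was 0.972 to 0.978, within g2 0.980 to 0.985, within g3 0.981 to 0.985 and within g4 0.982 to 0.991. The 6 pairs of arrays of the same animal before and after infection had r between 0.963 and 0.987, and the 12 pairs of other animals of the same host at the other time point between 0.961 and 0.980. For the 18 pairs of arrays of different hosts at the same time point, r lay between 0.898 and 0.914. For the 18 pairs that differed in host and time point, it lay between 0.884 and 0.903. The setting that moved the lowest r most was the linear signal in place of its log2, with 0.934.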

The microarray data were submitted to the Gene Expression Omnibus public database, under the GEO series accession number: GSE34021 (http://www.ncbi.nlm.nih.gov/geo). To evaluate the overall data structure, we plotted the first two principal components of the PCA to capture the overall variance of all samples in two dimensions. This analysis clearly separated the data into four subgroups, which clustered the biological replicates together and separated the samples by the host and the infection time, i.e., yellow cattle (g1 and g2), water buffalo(g3 and g4) (Fig 1B). 

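In a principal component analysis of the same probes, PC1 held 66.6% and PC2 12.6% of the variance. On PC1 the means of g1 and g2 were −111 and −119, and those of g3 and g4 were 116 and 114. On PC2 the mean was 32.0 ± 36.1 (SD, n = 3) in g1 and −29.9 ± 20.4 (SD, n = 3) in g2. It was 55.5 ± 12.9 (SD, n = 3) in g3 and −57.6 ± 26.5 (SD, n = 3) in g4. The silhouette width on the first components, which is 1 for arrays far from every other group and under 0 for arrays nearer to another group than to their own, had a mean of 0.73 for the hosts. For the 4 groups the mean was 0.55, with 0.11 in g1, 0.55 in g2, 0.85 in g3 and 0.69 in g4. The lowest value, −0.56, belonged to yellow cattle pre-infection replicate 2, which lay at −5.10 on PC2, near the arrays of g2. Without yellow cattle pre-infection replicate 2, the change that moved it most, the mean over the 4 groups was 0.71.

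**Figure D1:**
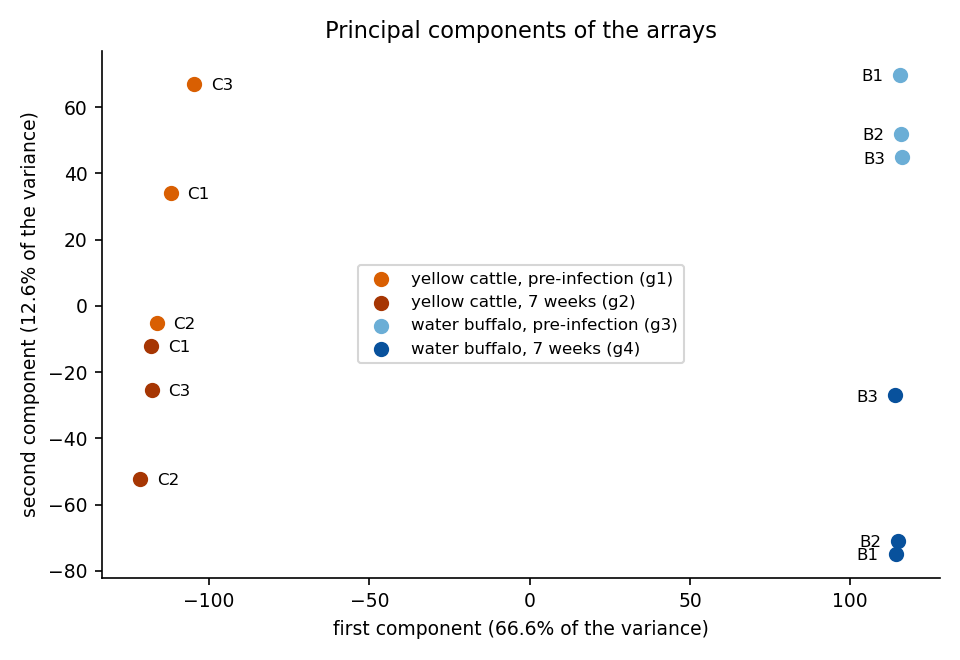
Scores of the 12 arrays on PC1 (x axis, 66.6% of the variance) and PC2 (y axis, 12.6%), 1 point per array, colored by group and labelled C1 to C3 for yellow cattle and B1 to B3 for water buffalo. The hosts lie on opposite sides of PC1, and C2 of g1 lies at −5.10 on PC2 beside the arrays of g2.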

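Hierarchical clustering with average linkage on 1 minus Pearson's r was run on the probes that differed between the 4 groups. limma's F test gave 15838 of 31361 probes with an unadjusted p under 0.01, and the 5000 with the smallest p were taken. At the level of 2 clusters the arrays were split into yellow cattle and water buffalo. At the level of 4 clusters the sizes were 5, 3, 3 and 1. The clusters of 3 were g3 and g4, the cluster of 5 held g1 replicates 1 and 2 with the 3 arrays of g2, and g1 replicate 3 stood alone. The same clusters were found with all 31362 probes.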

Two main clusters separated the genes of the two natural hosts, and the gene expression patterns of samples pre-infection and post-infection in each host group were clustered (Fig 2A). In the yellow cattle groups and water buffalo groups, significantly DEGs for hierarchical clustering were drawn by heatmap using Genespring software separately (fold change >2, p<0.01) (Fig 2B&2C).

**Fig 1:**
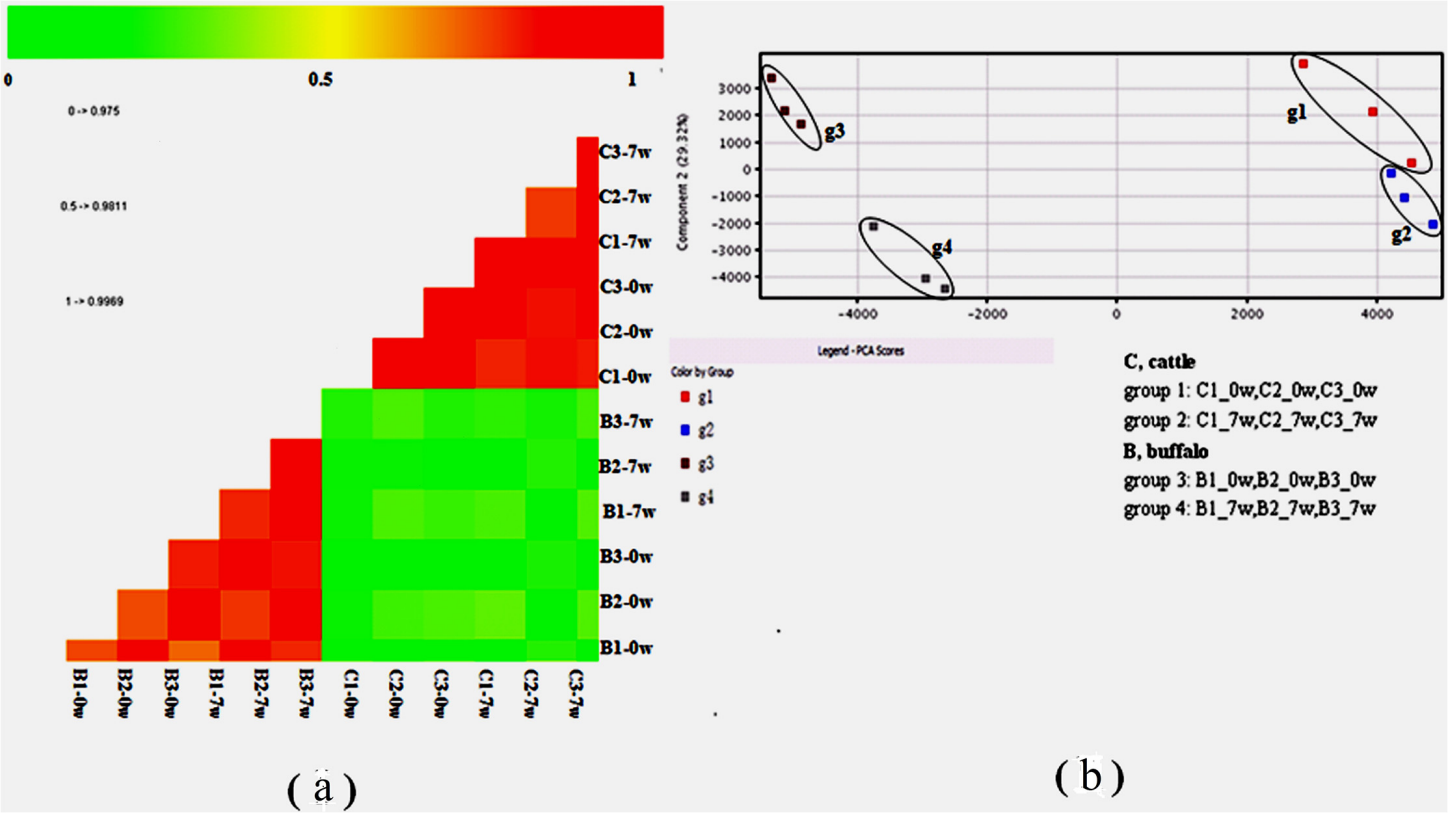
Global microarray data analysis. (a) Correlation analysis for all samples; (b) Principal component analysis (PCA) of the transcript profiles from g1, g2, g3 and g4. g1 and g2 represent the samples from pre-infection and post-infection, respectively, in yellow cattle (C, cattle);g3 and g4 represent the samples from pre-infection and post-infection, respectively, in water buffalo (B, buffalo).

**Fig 2:**
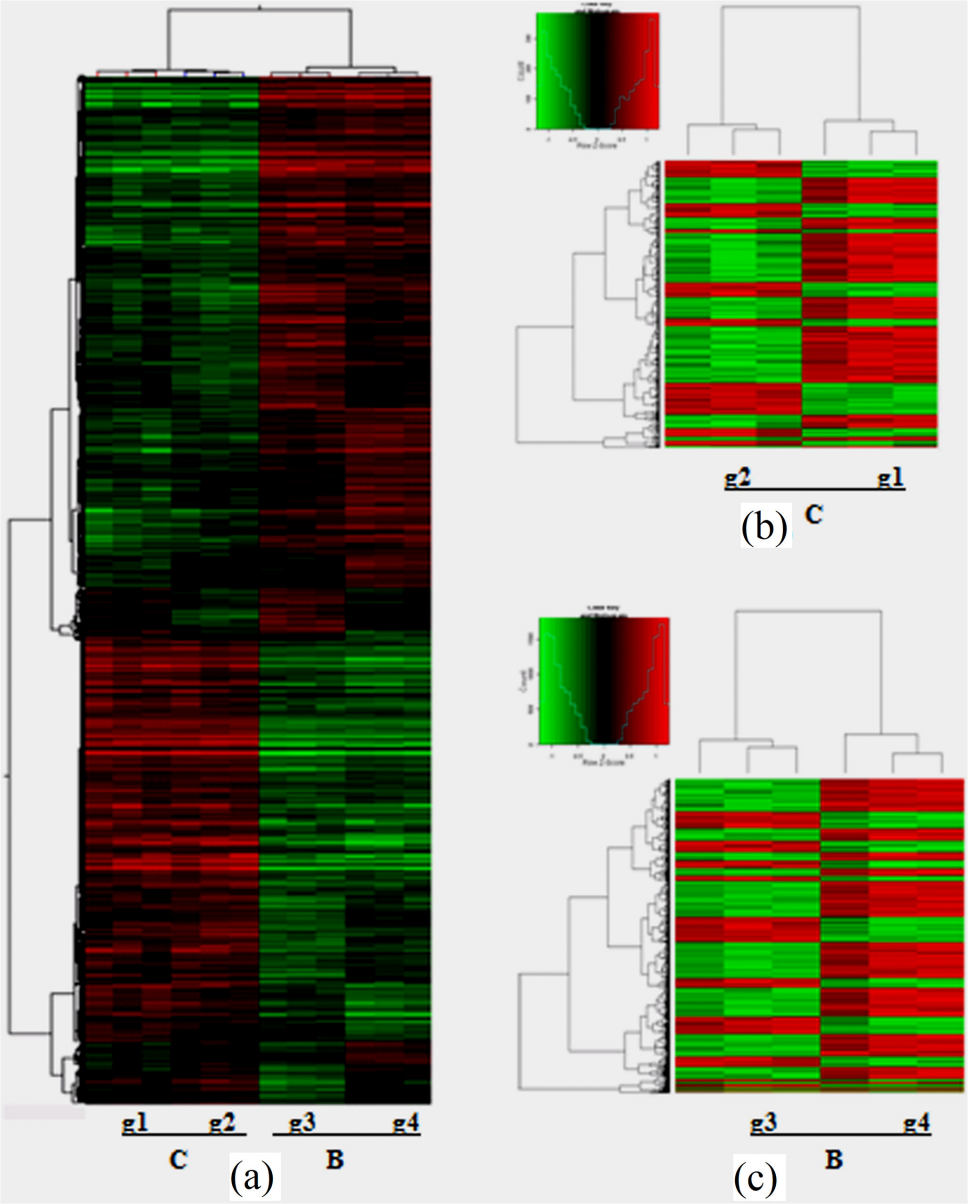
Cluster analysis for DEGs. (a) Cluster analysis for g1, g2, g3 and g4 (p<0.01, top 5,000); (b) Cluster analysis for g1 and g2 (p<0.01); (c) Cluster analysis for g3 and g4 (p<0.01).

### DEGs between water buffalo and yellow cattle pre-infection

Between water buffalo and yellow cattle, there were 5,740 DEGs at week zero. Compared with the samples from yellow cattle, there were 2,594 up-regulated and 3,146 down-regulated DEGs in water buffalo at week zero. 

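Of 29641 probes tested between g3 and g1, 7222 were DEGs, which is 24.4%. Their number was 3276 higher and 3946 lower in water buffalo, and they covered 3198 gene symbols. The values of g3 and g1 did not overlap for 49.1% of the tested probes, where chance gives 10%. The median absolute log2 fold change of the DEGs was 1.62. In 977 of the lower DEGs no water buffalo array was above background, and in 211 of the higher DEGs no yellow cattle array was. With these 1188 DEGs at their lower bounds the median was 1.51, where 16 of them were set at no change because the background limit reached the signal of the other group. The setting that moved the number of DEGs most was 1 probe per gene symbol, with fewer probes tested, which gave 2079. A normexp background correction of the median signal, chosen after the data were seen, gave 2802. Scaling to the spike-in probes moved the median change of all probes by −0.62 and gave 8836 DEGs, of which 13.3% were higher in water buffalo.
Among DEGs with a gene symbol and no overlap between the groups, the 5 with the highest fitted fold change in water buffalo were TMEM158, KRT72, FGFR1, TKDP4 and RGR. The log2 fold change of TMEM158 (probe A_73_P050266) was 9.33, that of KRT72 (A_73_100577) was 7.35 and that of FGFR1 (A_73_P050691) was 6.91. The probe of KRT72 was above background on 2 of the 3 yellow cattle arrays. TKDP4 (A_73_116051) was at least 88.4-fold and RGR (A_73_114397) at least 21.2-fold higher. Probes with a lower bound have no rank, and LY6D, a probe of NKAPL and a probe of CDKN1A had measured rises above the bound of RGR. The 5 with the lowest fitted fold change were PNP (A_73_111072, at least 1581-fold lower), AHCY (A_73_113958, at least 696-fold), SMARCE1 (A_73_P306846, at least 384-fold), MPEG1 (A_73_P050441, at least 342-fold) and TNFRSF1B (A_73_P041401, log2 fold change −10.94). In these 5 genes at most 2 of the 3 water buffalo arrays were above background for the probe.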

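Genes of 8 signaling and cell pathways were compared between g3 and g1 with fixed gene lists, 1 probe per gene, the brightest. The lists were written for the re-analysis and include genes that the paper names for these pathways from the same arrays. The tight junction list had a median log2 fold change of 0.32 over 52 genes, with 13 higher and 4 lower DEGs, but −0.30 with spike-in scaling. For the TGF-beta signaling list the median was 0.01 and the mean −0.26 over 39 genes, with 4 higher and 7 lower DEGs, and the median was −0.61 with spike-in scaling. The p53 signaling list had a median of −0.12 (39 genes, 1 higher and 6 lower DEGs), which became 0.08 with normexp on the median signal. In the B cell receptor list it was −0.16 (29 genes, 1 higher and 4 lower DEGs) and below 0 under every scaling. The T cell receptor list had a median of 0.21 (47 genes, 3 higher and 3 lower DEGs), which was −0.41 with spike-in scaling. For hematopoietic cell lineage genes the median was −0.11 (38 genes, 2 higher and 8 lower DEGs), and 0.07 with normexp. Toll-like receptor signaling genes had a median of −0.04 (51 genes, 5 higher and 9 lower DEGs), and 0.03 with normexp. Genes of natural killer cell-mediated cytotoxicity had −0.25 (40 genes, 2 higher and 6 lower DEGs), below 0 under every scaling. With spike-in scaling the median of all probes was −0.53. This scaling moves all probes by the same amount, so it cannot change where a list lies relative to that median. limma's camera, with a preset inter-gene correlation of 0.01 and adjustment over 26 lists, placed 0 of these lists past an adjusted p of 0.05. The smallest adjusted p of a pathway list was 0.719, and 0 pathway lists had an unadjusted p under 0.05. limma's fry placed 7 of the 26 lists past it, among them the T cell receptor, p53, tight junction and TGF-beta lists, and camera with an estimated correlation placed 0.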

Before infection, compared with yellow cattle, the up-regulated genes in the water buffalo group were mainly associated with tight junctions and the TGF-beta signaling pathway, while the down-regulated genes in the water buffalo group were mainly associated with the p53 signaling pathway, B cell receptor signaling pathway, T cell receptor signaling pathway, hematopoietic cell lineage, Toll-like receptor signaling pathway, and natural killer cell-mediated cytotoxicity (Table 1). In detail, the up-regulated genes in the water buffalo group included: IL-22R, IL-24, IL-17B, protein kinase C, growth differentiation factor 7, protein phosphatase 2A (S1 Table), while the down-regulated genes in the water buffalo group included: the MHC-I molecule, interferon family, IL-2R, IL-4R, CD80, CD46, TNF family (TNFSF5, TNFSF8), vascular endothelial growth factor C (S2 Table). 

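All 13 probes of the S1 Table were tested and were DEGs, higher in g3 than in g1. Their log2 fold changes lay between 1.07 and 3.35 in the 11 that were measured in both groups. For 2 no yellow cattle array was above background, and these were at least 5.07-fold and 22.1-fold higher. The median was 1.43, and 0.81 with spike-in scaling. Of the 13 probes 5 were DEGs with spike-in scaling and in the unscaled signal, and 8 with normexp on the median signal. The 22 probes of the S2 Table were all lower DEGs, with log2 fold changes between −7.55 and −1.02 in the 18 that were measured in both groups. In the other 4 they were at least 1.74-fold to 98.5-fold lower. Their median was −1.93, or −1.67 with the 4 probes that no water buffalo array showed above background at their bounds. With normexp, 20 of the 22 were lower and 13 were DEGs, and with slide as a fixed block 18 were DEGs. Between 11 and 13 probes of the S1 Table and between 18 and 22 of the S2 Table were DEGs with 1 array left out. With p adjusted over the list alone, 13 of 13 and 22 of 22 passed, which is not independent evidence since the lists were chosen on these arrays.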

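Lists of cytokine and receptor genes and 13 single probes were compared between g3 and g1. Over the interferon family list (5 genes) the median log2 fold change was −0.22, with 0 higher and 1 lower DEG, and 0.06 with normexp on the median signal. Hematopoietins and their receptors (17 genes) had a median of 0.02, with 3 higher and 3 lower DEGs, and −0.60 with spike-in scaling, while the direction of camera was down. In the chemokine list (29 genes) it was −0.22, with 1 higher and 5 lower DEGs, and 0.04 with normexp. The TNF family list (22 genes) had −0.10, with 3 higher and 4 lower DEGs, and 0.07 with normexp. The IL-10 family list had a median of 0.69 and a mean of −0.01 over 4 genes, 3 of them higher, with 1 higher and 1 lower DEG, and the median stayed above 0 under every scaling. None of the 5 lists was past the list test with camera, and fry placed the TNF and IL-10 families past it.
The probe of IFNGR1 (A_73_115260) had a normalized log2 signal of −7.54 ± 0.16 (SD, n = 3) in g3, not above background, and 1.32 ± 0.26 (SD, n = 3) in g1. It was at least 98.5-fold lower in water buffalo, while other probes of the gene had log2 fold changes of −1.08 (A_73_P048331) and −0.30 (A_73_P247711). The second of these was not a DEG, and the first lost its call with slide as a block (−0.84), with normexp (−0.954) and without water buffalo pre-infection replicate 3 (−0.946). IFNGR2 (A_73_107789) had −4.32 ± 0.20 (SD, n = 3) in g3 and 3.23 ± 0.19 (SD, n = 3) in g1, a log2 fold change of −7.55 (SE 0.22, limma adjusted p = 8.9e-10). IFNAR1 (A_73_116078) had a log2 fold change of −1.09 (SE 0.26, limma adjusted p = 0.0056), with −4.28 ± 0.22 (SD, n = 3) in g3 and −3.19 ± 0.45 (SD, n = 3) in g1. It was not a DEG with slide as a block (−1.21), without yellow cattle pre-infection replicate 2 (−0.83) and with normexp (0.06).
IL2RA fell by 3.72 on the log2 scale at probe A_73_109472 and was at least 166-fold lower at A_73_P048786, but rose by 0.68 at A_73_P409076, which was a DEG only without yellow cattle pre-infection replicate 2 (1.18). The change of IL4R was −1.46 at A_73_112133 and −1.19 at A_73_P362241, both DEGs. The second lost its call without yellow cattle pre-infection replicate 1 (−0.96), with slide as a block (−1.21) and with normexp (−0.61). At its other probes it was 1.12 (A_73_113482), −1.21 (A_73_P101041) and −0.13 (A_73_P266791), none of them DEGs, though the first was 1.58 and a DEG without yellow cattle pre-infection replicate 3, and the second was a DEG with slide as a block (−2.61) and in the unscaled signal (−1.79). CXCL5 (A_73_106079) was at least 1.90-fold lower, with no water buffalo array above background, and its log2 fold change was 0.27 with normexp. CCL16 (A_73_105123) had a log2 fold change of −3.65 and CCR3 (A_73_103766) of −2.67, which was −1.88 and not a DEG with slide as a block. Another CCR3 probe (A_73_P063741) had −1.28 and was not a DEG, but was one without water buffalo pre-infection replicate 1 (−1.72), in the unscaled signal (−1.87) and with normexp (−1.25). CCR7 fell by 4.18 at A_73_113931, while A_73_P102956 gave 0.20 and A_73_P467773 gave −0.36, neither a DEG. CD40 had −1.38 at A_73_110113 and −1.23 at A_73_P043316, both DEGs, the second not without any 1 of 5 arrays, with −0.71 without yellow cattle pre-infection replicate 1, and not with slide as a block (−1.42) or normexp (−0.60). TNFSF8 fell by 2.10 at A_73_106418 (limma adjusted p = 2.7e-05) and rose by 3.06 at A_73_P050941 (limma adjusted p = 3.3e-05), both without overlap between the 3 arrays of each group, and gave −0.33 at A_73_P444881.
IL22RA1 (A_73_115811) was −3.67 ± 0.06 (SD, n = 3) in g3 and −4.88 ± 0.06 (SD, n = 3) in g1, a log2 fold change of 1.22 (SE 0.18, limma adjusted p = 0.00032). It was 0.63 in the unscaled signal and 0.55 with normexp, and a DEG in neither. IL24 (A_73_111317) was −1.70 ± 0.36 (SD, n = 3) in g3 and −4.70 ± 0.32 (SD, n = 3) in g1, a log2 fold change of 3.01 (SE 0.28, limma adjusted p = 9.1e-06). All 13 probes were DEGs. Of the 14 other tested probes of 7 of these genes, 10 had the direction of the listed probe and 4 the opposite one, and 6 changed by less than 2-fold.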

In the cytokine–cytokine receptor interaction pathway, the DEGs in the interferon family, hematopoietins, chemokines, and TNF family were under-expressed in water buffalo, while the IL-10 family was over-expressed compared with yellow cattle before infection (Table 2). In total, before infection, the DEGs were mainly associated with immune-related pathways, and these differences are likely responsible for the resistance of water buffalo to schistosome infections.

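Between g3 and g1, 747 genes had at least 2 DEG probes, and in 103 of them (13.8%) the DEG probes went both ways. With probes not above background in a group set at their bounds, 102 DEGs differed by at least 64-fold, and 91 of them were lower in water buffalo. From the DEGs found before infection, which it places mainly in immune-related pathways, the paper proposes that these differences account for the resistance of water buffalo to schistosomes.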

**Table 1:** Functional pathways of DEGs in water buffalo compared with yellow cattle, pre-infection^a^.

Pathway	Genes included in pathway
**Pathway of up-regulated genes**	
Tight junction	ACTIN1,CLDN10,HCLS1,MPDZ,MRK,MYH3,MYH4,PPP2R1A,PPKCB,PRKC1
TGF-beta signaling pathway	DCN,GDF7,LEFTY2,PPP2R1A
**Pathway of down-regulated genes**	
p53 signaling pathway	CCNB1,CCNE2,CDK1,CDK4,SESN3
B cell receptor signaling pathway	IFITM1,IKBKG,JUN,LYN
T cell receptor signaling pathway	CDK4,IKBKG,JUN,MAPK13
Hematopoietic cell lineage	IL12RA,IL4R,ITGA4
Toll-like receptor signaling pathway	CD40,CD80,IFNAR1,IKBKG,JUN,LBP,MAPK13
Natural killer cell mediated cytotoxicity	IFNGR1,IFNGR2,JSP.1,GZMB,IFNAR1,SH2D1A

^a^ More details are provided in S1&S2 Tables.

**Table 2:** Some DEGs involved in cytokine–cytokine receptor interaction pathways in water buffalo compared with yellow cattle, pre-infection.

Gene ID	Symbol	Probe ID	p value	g3_vs_g1fold change	Gene name
**Interferon family**					
508619	IFNGR1	A_73_115260	3.0E-4	1.44E-3	interferon gamma receptor 1
514889	IFNGR2	A_73_107789	0.0	5.39E-3	interferon gamma receptor 2
282257	IFNAR1	A_73_116078	0.035	0.24	interferon alpha receptor 1
**Hematopoietins**					
281861	IL2RA	A_73_109472	0.0042	0.07	interleukin 2 receptor, alpha
404154	IL4R	A_73_112133	0.0014	0.37	interleukin 4 receptor
**Chemokines**					
281735	CXCL5	A_73_106079	0.024	0.22	chemokine (C-X-C motif) ligand 5
616732	CCL16	A_73_105123	7.0E-4	0.08	chemokine (C-C motif) ligand 16
408018	CCR3	A_73_103766	0.0090	0.16	chemokine (C-C motif) receptor 3
510668	CCR7	A_73_113931	1.0E-4	0.057	chemokine (C-C motif) receptor 7
**TNF family**					
286849	CD40	A_73_110113	0.033	0.36	CD40 molecule, TNF receptor superfamily member 5
574056	TNFSF8	A_73_106418	0.0044	0.24	tumor necrosis factor (ligand) superfamily, member 8
**IL-10 family**					
508044	IL22RA1	A_73_115811	0.0	2.53	interleukin 22 receptor, alpha 1
526285	IL24	A_73_111317	4.0E-4	8.86	interleukin 24

### DEGs between water buffalo and yellow cattle 7 weeks post-infection

After 7 weeks of infection with *S*.*japonicum*, there were 6,353 DEGs between the two hosts. Among these, 4,185 DEGs were also present prior to infection, accounting for 72.9% of the 6,353 DEGs at 7 weeks. 

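At 7 weeks, 30992 probes were tested between g4 and g2, and 6994 (22.6%) were DEGs, 3316 higher and 3678 lower in water buffalo. They covered 2930 gene symbols. The groups did not overlap for 54.6% of the tested probes, where chance gives 10%. The median absolute log2 fold change of the DEGs was 1.70, or 1.60 with 1058 of them at their lower bounds. Normexp on the median signal, chosen after the data were seen, gave 3135 DEGs. The 5 named DEGs with the highest fitted fold change in water buffalo were TMEM158 (log2 fold change 9.06), FGFR1 (7.17), TKDP4 (at least 43.0-fold), SECTM1 (A_73_P039496, at least 32.1-fold) and RGR (at least 24.2-fold). Those with a bound have no rank, and LY6D had a measured rise above the bounds of TKDP4, SECTM1 and RGR. A probe of NKAPL had one above those of SECTM1 and RGR. The lowest by fitted fold change, also without rank, were PNP (at least 2887-fold lower), AHCY (at least 1579-fold), SMARCE1 (at least 759-fold), IL2RA at A_73_P048786 (at least 456-fold) and IFNGR1 at A_73_115260 (at least 372-fold). In these 5 no water buffalo array was above background.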

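Of the DEGs at 7 weeks, 4963 were also DEGs before infection, which is 71.0%, and all of these had the same direction at both time points. DEGs before infection only numbered 2259. Across 29273 probes tested at both time points, the log2 fold changes between the hosts had r = 0.927. This r is across probes of the same animals, which are not independent replicates.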

Among the 2,168 DEGs that were newly presented after infection, 1,246 were up-regulated, and 922 were down-regulated in the water buffalo group compared with the yellow cattle group.

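Newly presenting DEGs numbered 2031, of which 1262 were higher and 769 lower in water buffalo. The fitted change before infection had the same direction in 1953 of them (96.2%), counting also the probes not tested at that time point. Their median absolute log2 fold change was 1.32 at 7 weeks, or 1.21 with 450 of them at their lower bounds. Before infection the fitted median, in the direction of 7 weeks and with the untested probes, was 0.81. Of the 1390 that were tested before infection, 830 had an unadjusted p under 0.05 in the same direction. A test of the difference between the time points (limma's interaction of host and time) gave an unadjusted p under 0.05 for 481 of the 2031 and an adjusted p under 0.05 for 0. The share that was higher in water buffalo, 62.1%, was 89.9% with spike-in scaling and 34.6% with normexp on the median signal, which gave 1028 newly presenting DEGs.

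**Figure D2:**
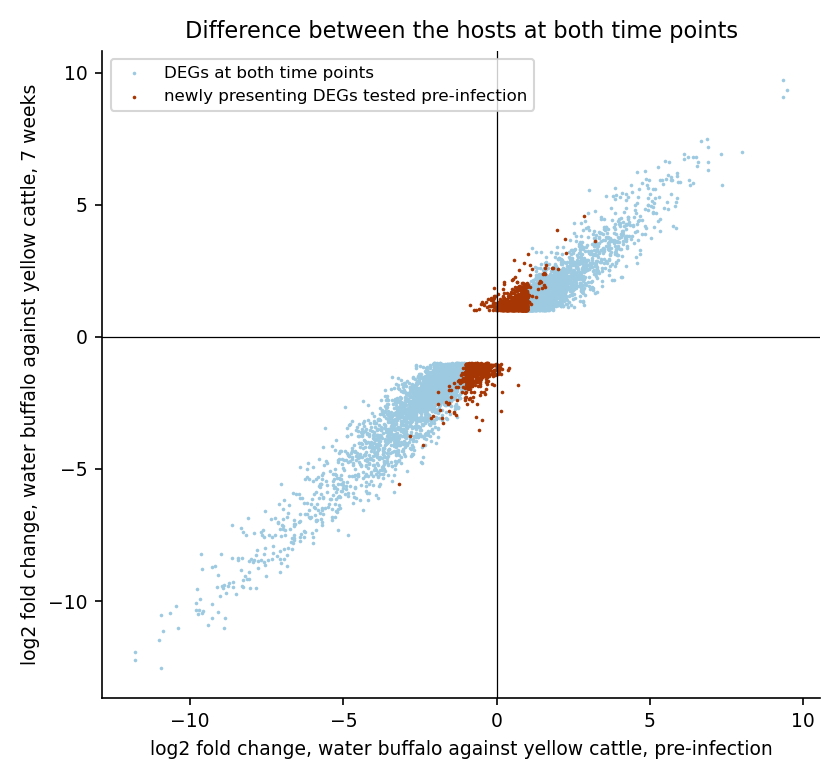
Log2 fold change of water buffalo against yellow cattle before infection (x axis, log2) and at 7 weeks (y axis, log2), 1 point per probe, light blue for DEGs at both time points and brown for newly presenting DEGs tested before infection. The 4963 shared DEGs lie in the quadrants of equal sign, and r over all 29273 probes is 0.927.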

After 7 weeks post-infection, the GO function analysis of the newly presenting up-regulated genes in water buffalo showed that they were mainly related to the regulation of locomotion, cell motion, transmembrane transporter activity, negative regulation of immune system process, responses to stimuli, transport, metabolism, and biological processes (S3 Table). The newly presenting down-regulated genes in water buffalo were mainly correlated with T cell selection, responses to endogenous stimuli, the positive regulation of developmental processes, and immune system processes, such as immune system development, developmental maturation, etc. (S4 Table). Further pathway analysis of these newly present DEGs between the two natural hosts after 7 weeks of infection showed that they are focused on the following important pathways: natural killer cell-mediated cytotoxicity, complement and coagulation cascades, endocytosis, the hematopoietic cell lineage, cytokine–cytokine receptor interactions, the p53 signaling pathway, the MAPK signaling pathway, apoptosis, the Jak-STAT signaling pathway, the Toll-like receptor signaling pathway, purine metabolism, the B cell receptor signaling pathway (S5 Table). These results revealed that, prior to infection, the newly presenting DEGs take part in many immune-related pathways. Additionally, DEGs belonging to some other important pathways, including cytokine–cytokine receptor interactions, apoptosis, purine metabolism (Table 3), were enriched after infection.

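Of the 43 probes of the S5 Table, 37 were DEGs between g4 and g2, of which 25 were newly presenting and 12 were DEGs before infection as well. Over the list 12 were higher and 31 lower in water buffalo, with log2 fold changes between −3.32 and 1.93 in the 35 that were measured in both groups. The other 8 have bounds of at least 1.70-fold to 4.47-fold. The median was −1.17, or −1.16 with 8 probes at their bounds. The split was the same under all scalings. DEGs of the list numbered 12 with normexp on the median signal, 23 with slide as a fixed block, 27 among probes well above background on all arrays, 29 with spike-in scaling and between 29 and 39 with 1 array left out. With p adjusted over the list alone 40 passed, which is not independent evidence since the list was chosen on these arrays. The complement and coagulation list (40 genes) had a median log2 fold change of 0.02 and a mean of −0.13 between g4 and g2, with 6 higher and 8 lower DEGs, and its median was −0.04 with normexp on the median signal.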

**Table 3:** Functional pathways for newly presenting DEGs in water buffalo compared with yellow cattle 7 weeks after infection^a^.

Pathway	New presenting genes included in pathway (g4_vs_g2)
**Natural killer cell mediated cytotoxicity**	
Up-regulated genes	FCGR3, NFATC3, PRKCA
Down-regulated genes	IFNA14L, CD244, FAS, NCR1, PIK3CD
**Complement and coagulation cascades**	
Up-regulated genes	PLAT
Down-regulated genes	C1QA, C2, CD55, PROS1, SERPING1
**Endocytosis**	
Up-regulated genes	MET, NTRK1
Down-regulated genes	ADRB3, CCR5, CHMP2B, FAM125A, TFRC, WWP1
**Hematopoietic cell lineage**	
Up-regulated genes	-
Down-regulated genes	CD14, CD55, IL1B, ITGA2B, TFRC
**Cytokine-cytokine receptor interaction**	
Up-regulated genes	MET,TNFSF13B
Down-regulated genes	IL14L, CCR5, FAS,IL-15,IL1B,IL20RA, TNFSF13
**p53 signaling pathway**	
Up-regulated genes	IGF1
Down-regulated genes	FAS,IGFBP3,SESN2
**MAPK signaling pathway**	
Up-regulated genes	GNG12, NTRK1, PRKCA
Down-regulated genes	CD14, FAS, IL1B, MAP3K4, MAPT,
**Apotosis**	
Up-regulated genes	NTRK1
Down-regulated genes	FAS, IL1B,PIK3CD
**Jak-STAT signaling pathway**	
Up-regulated genes	-
Down-regulated genes	IL14L, IL15, IL20RA, PIK3CD, STAT2
**Toll-like receptor signaling pathway**	
Up-regulated genes	-
Down-regulated genes	IL14L,CD14, IL1B, PIK3CD
**Purine metabolism**	
Up-regulated genes	PDE3B,POLR2C
Down-regulated genes	DCK,GDUOK,ENPP1
**B cell receptor signaling pathway**	
Up-regulated genes	LOC515489, NFATC3
Down-regulated genes	PIK3CD

^a^ In detail find in S6 Table.

### The common DEGs in water buffalo and yellow cattle post-schistosome infection

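Probes that were DEGs with infection in both hosts, in limma with adjusted p, numbered 0. At an unadjusted p under 0.05 and a change of at least 2-fold there were 340, all with the same direction in both hosts. The methods name Student's test without saying whether it was paired. Run unpaired on the same values, and called the unpaired test of the methods below, it gave 141. In limma with the animal as a block there was 1. Across the 28397 probes tested in both hosts, the log2 fold changes with infection had r = 0.658 between yellow cattle and water buffalo. This r is across probes, which are not independent replicates. All 6 animals changed in the same direction in 37.5% of these probes, and the 3 animals of a host all went against the 3 of the other in 2.65%, where chance gives 3.13% for each. No slide held both time points of a host, so no value within a slide can be given for this relation. With yellow cattle taken from slides 1 and 2 and water buffalo from slides 2 and 3, r was 0.56.

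**Figure D3:**
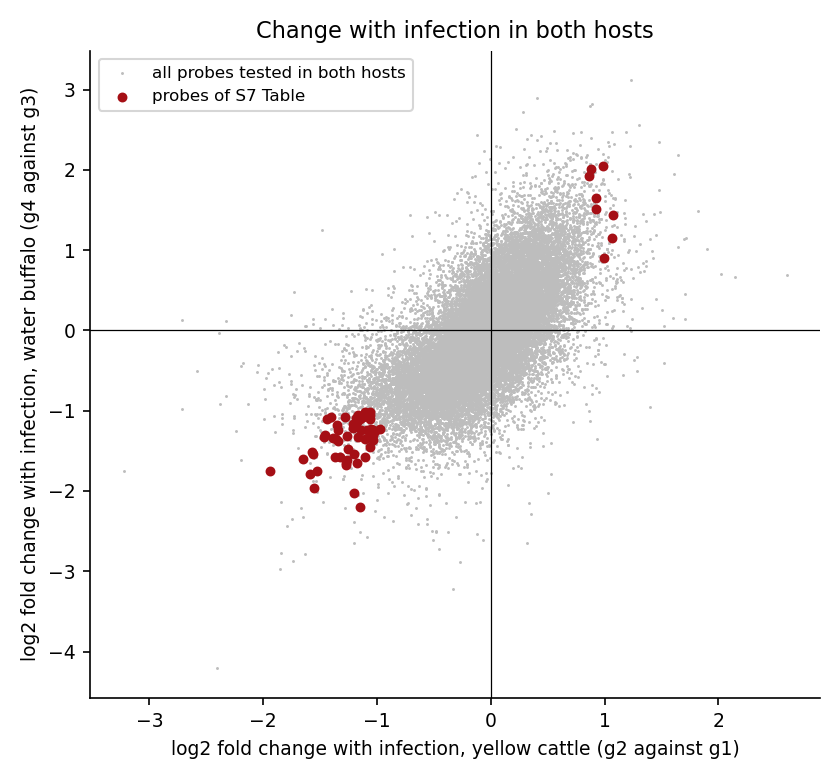
Log2 fold change with infection in yellow cattle (x axis, g2 against g1, log2) and in water buffalo (y axis, g4 against g3, log2), 1 gray point per probe tested in both hosts and red points for the 60 probes of the S7 Table. Of the red points 52 lie lower in both hosts and 8 higher in both with the 75th percentile, and spike-in scaling leaves 31 of the 60 lower in water buffalo.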

After 7 weeks of infection with *S*.*japonicum*, only 83 DEGs were found to be in common in water buffalo and yellow cattle (Fig 3A, p<0.05, fold change>2). The cluster analysis of these common genes is shown in Fig 3B. The GO function enrichment analysis showed that the common DEGs are mainly involved in the regulation of fibrinolysis, lipid binding, cell adhesion, nucleic acid binding, transmembrane transporter activity (S6 Table). 

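Genes of a list for the regulation of fibrinolysis (13 genes) had a median log2 fold change with infection of −0.01 in yellow cattle, which was 0.05 after quantile normalization and 0.56 with spike-in scaling. In water buffalo the median was −0.25, with 4 genes higher and 9 lower, and it was 1.00 with spike-in scaling. Spike-in scaling moved all probes by 0.57 in yellow cattle and by 1.25 in water buffalo, so it cannot change where the list lies relative to the other probes. In neither host was the list past the list test. HRG, a fibrinolysis gene of the S7 Table singled out after its values were seen, had a log2 fold change of −1.14 in yellow cattle (probe A_73_114808, SE 0.30, limma adjusted p = 0.115). Its normalized log2 signal was −4.59 ± 0.39 (SD, n = 3) in g2 and −3.44 ± 0.40 (SD, n = 3) in g1. In water buffalo the change was −1.24 (limma adjusted p = 0.0175), with −4.35 ± 0.41 (SD, n = 3) in g4 and −3.12 ± 0.41 (SD, n = 3) in g3. With slide as a block it was −1.54 (limma adjusted p = 0.371), and in the unscaled signal it was −0.09. It was not a DEG without any 1 of 3 water buffalo arrays, with −1.03 (limma adjusted p = 0.0637) without water buffalo pre-infection replicate 1, nor with normexp on the median signal (−0.96). Every one of the 3 animals of each host had a lower value after infection.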

The GO function analysis for biological process, molecular function, and cellular component is shown in Fig 3C (p<0.05). These common DEGs maybe essential response genes during *S*. *japonicum* infection; a detailed gene list is given in S7 Table.

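The 60 probes of the S7 Table all changed in the same direction in both hosts, 52 lower and 8 higher after infection, and in all 60 the 6 animals went the same way. The median log2 fold change was −1.17 in yellow cattle, with a range of −1.94 to 1.07. In water buffalo it was −1.28, with a range of −2.20 to 2.05, and −0.03 with spike-in scaling. In limma 59 were DEGs in water buffalo and 0 in yellow cattle, where 53 had an unadjusted p under 0.05 and a change of at least 2-fold. The 59 became 21 without water buffalo 7 weeks post-infection replicate 1, 23 without water buffalo 7 weeks post-infection replicate 2 and 34 without water buffalo pre-infection replicate 1. They became 8 with spike-in scaling, 9 in the unscaled signal, 25 with normexp on the median signal, 18 by the unpaired test of the methods after adjustment and 0 with slide as a fixed block. In yellow cattle 1 was a DEG without yellow cattle pre-infection replicate 2. With p adjusted over the list alone 53 passed in yellow cattle, which is not independent evidence since the list was chosen on these arrays.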

**Fig 3:**
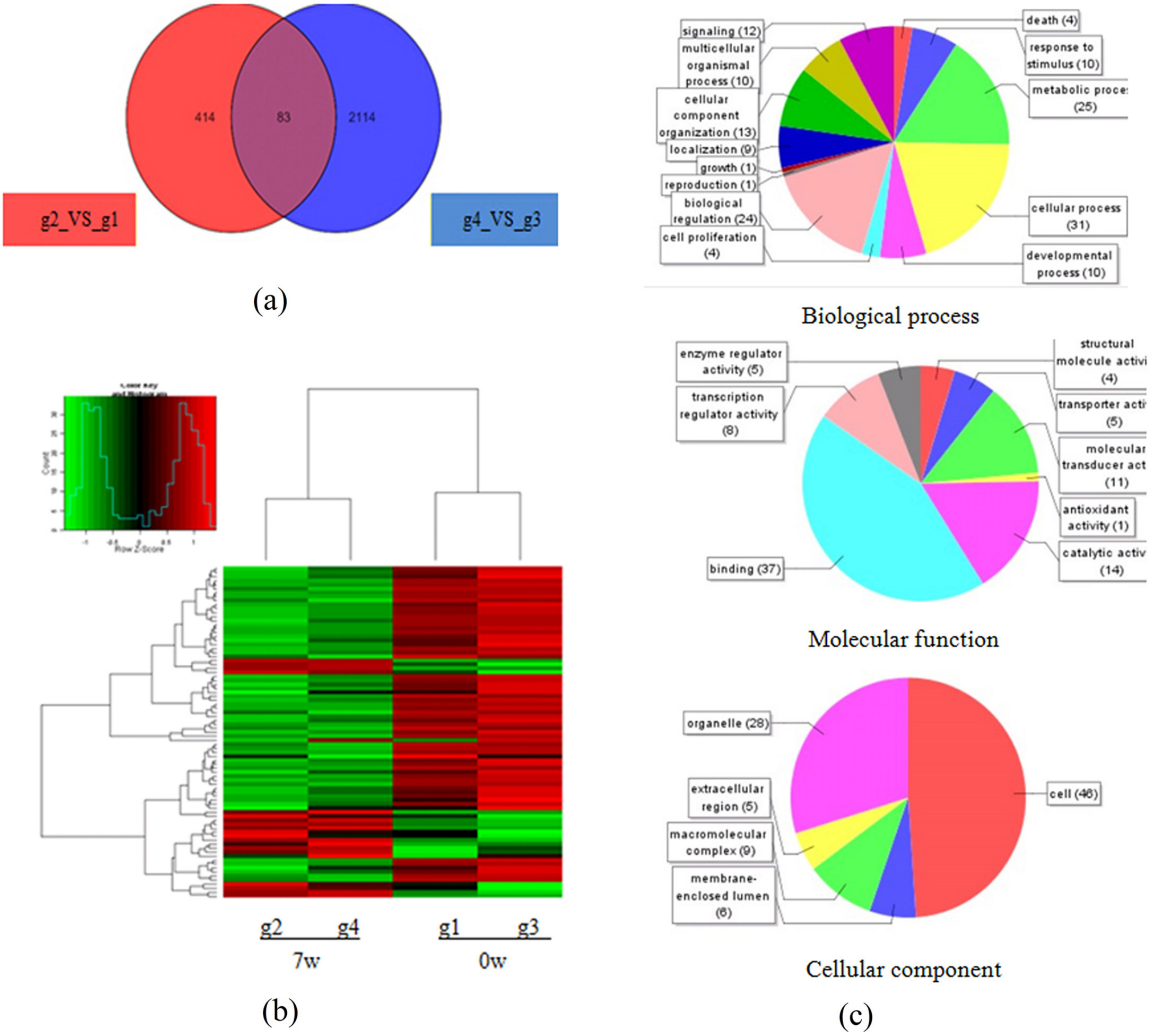
Common DEGs in water buffalo and yellow cattle post-schistosome infection. (a) Common DEGs in two hosts, DEGs both in water buffalo and yellow cattle, 7 weeks post-infection with *S*. *japonicum* compared to pre-infection. (p<0.05, fold change>2); (b) Cluster analysis for common DEGs. (p<0.05, fold change>2); (c) Go Function distribution of common DEGs. (p<0.05).

### DEGs found only in yellow cattle post-schistosome infection

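In yellow cattle 30116 probes were tested between g2 and g1, and 1 was a DEG in limma with adjusted p. It was probe A_73_105374, which has no gene symbol and was singled out after its value was seen. Its log2 signal was −4.04 ± 0.46 (SD, n = 3) in g1 and not above background in g2, so it was at least 4.78-fold lower (limma adjusted p = 0.0263, lower in 3 of 3 animals). By its fitted change, which takes the signal in g2 as measured, it was not a DEG without any 1 of 4 yellow cattle arrays, with −2.59 on the log2 scale without yellow cattle pre-infection replicate 3, nor without any 1 of 4 water buffalo arrays, which enter through the variance. It was none either in the unscaled signal (−2.30), with normexp on the median signal (−0.59), with spike-in scaling or with slide as a fixed block (−2.03). An unadjusted p under 0.05 was found for 5817 probes, and 1022 of them changed by at least 2-fold, 141 of them higher. The groups did not overlap for 22.8% of the probes, where chance gives 10%. The unpaired test of the methods at its threshold called 807 probes, and 0 after Benjamini-Hochberg adjustment. With the animal as a block 2 were called. Fold change alone, with no test, moved the number most, to 1139. Slide as a random block, chosen after the data were seen, gave 1130 with an estimated within-slide correlation of −0.13, and a shared slide effect would give a positive one, while slide as a fixed block gave 2, both higher.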

After 7 weeks of infection, 390 DEGs, compared with pre-infection, were found only in yellow cattle, accounting for 78.5% of the total DEGs (497) in yellow cattle. 

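For pathways of the DEGs of yellow cattle, the paper lists 14 genes in 11 pathways (S8 Table). Of these, 6 genes had a probe tested between g2 and g1, with 7 probes in all. None was a DEG in limma with adjusted p. For 5 of the genes a probe had an unadjusted p under 0.05 and a change of at least 2-fold, all lower after infection, and 5 passed with p adjusted over the list alone, on the same arrays that the list was chosen on. The chemokine list had a median log2 fold change of −0.19 with infection over 30 genes, 8 higher and 22 lower, and 0.38 with spike-in scaling, against 0.50 for all probes.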

The enrichment analysis of the KEGG signaling pathway for these DEGs showed that they are associated with neuroactive ligand–receptor interactions, cytokine–cytokine receptor interactions, glycosphingolipid biosynthesis, chemokine signaling pathways (S8 Table).

### DEGs found only in water buffalo post-schistosome infection

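In water buffalo 29642 probes were tested between g4 and g3. DEGs numbered 2872 (9.69%), 1516 higher and 1356 lower after infection, over 1351 gene symbols. The median absolute log2 fold change was 1.23, or 1.20 with 275 of them at their lower bounds, 31 of these at no change because the background limit reached the signal of the other group. The groups did not overlap for 48.3% of the tested probes, where chance gives 10%. An unadjusted p under 0.05 with a change of at least 2-fold was found for 3318 probes, and the unpaired test of the methods called 2774. With slide as a fixed block limma called 0 probes, while 2818 had an unadjusted p under 0.05 and a change of at least 2-fold. The arrays of g4 were all on slide 3 and those of g3 on slides 1 and 2. Spike-in scaling called 17298 probes, 99.9% of them higher. Without water buffalo 7 weeks post-infection replicate 1 the number was 1006, without replicate 2 it was 1071, and without water buffalo pre-infection replicate 1 it was 1844.
The 5 named DEGs with the highest fitted fold change were DDHD2 (A_73_P259541, at least 6.05-fold), ZNF384 (A_73_P089941, log2 fold change 2.82, above background on 1 of 3 arrays of g3), TAF13 (A_73_P487853, at least 2.23-fold), KCTD10 (A_73_P431326, at least 2.09-fold) and SCN4B (A_73_109319, at least 1.95-fold). Those with a bound have no rank, and ROCK2 had a measured rise above the bounds of TAF13, KCTD10 and SCN4B. With normexp on the median signal, ZNF384, TAF13, KCTD10 and SCN4B changed sign, and DDHD2 (0.07) lost its call. Those with the lowest fitted fold change were FOSB (A_73_P274581, at least 17.7-fold lower), PTGIS (A_73_P204397, log2 fold change −2.78, above background on 1 of 3 arrays of g4), S100A1 (A_73_P033161, −2.73), HBG (A_73_P441566, −2.65) and FAT1 (A_73_P431166, −2.61). Without water buffalo 7 weeks post-infection replicate 1, ZNF384 (2.68), TAF13 (2.30), KCTD10 (2.36), FOSB (−4.27), PTGIS (−2.22), HBG (−2.85) and FAT1 (−2.26) were not DEGs by their fitted log2 fold changes and adjusted p, nor were ZNF384, TAF13, PTGIS, HBG and FAT1 without replicate 2 of that group. PTGIS and HBG were not DEGs without any 1 of 5 arrays, and HBG not with quantile normalization (−2.34) or in the unscaled signal (−1.499). None of the 10 was a DEG with slide as a block. Of 27 probes named for a change with infection and set side by side in both hosts, 18 moved in the same direction in all 6 animals, and in 0 did the 3 animals of a host all move against the 3 of the other.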

Compared with yellow cattle, the less-susceptible host water buffalo showed many more DEGs after 7 weeks of infection with *S*.*japonicum* (2,197 versus 497). 

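A difference between the hosts in their change with infection was tested directly, as the interaction of host and time in limma, over 31361 probes. With adjusted p 0 probes passed, and the smallest adjusted p was 0.192. An unadjusted p under 0.05 was found for 2737 probes (8.73%), where chance gives 5%. With the animal as a block, which compares the changes within animals, it was found for 5188 (16.5%), and again 0 passed with adjusted p. The number was 1829 with slide as a fixed block, where 3 passed, 5515 without yellow cattle pre-infection replicate 3 and 1729 without water buffalo 7 weeks post-infection replicate 1. Of the DEGs of water buffalo, 1108 had an unadjusted interaction p under 0.05. Of the 2742 that were tested in both hosts, 2601 (94.9%) changed in the same direction in yellow cattle, and in 1878 (68.5%) all 3 yellow cattle did. The median change of these probes, in the direction of water buffalo, was 0.51 in yellow cattle and 1.22 in water buffalo on the log2 scale. Over all probes the SD of the log2 fold change was 0.43 in yellow cattle and 0.65 in water buffalo.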

At the same time, the majority of the DEGs were different in each host; 2,114 were unique to water buffalo, while 390 were unique to yellow cattle.

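The paper lists 43 genes in 26 pathways for DEGs of water buffalo alone (S9 Table). Between g4 and g3, 35 of these genes had a tested probe, with 76 probes in all, of which 28 were DEGs. They belonged to 24 genes. By unadjusted p and a change of at least 2-fold, 25 genes passed, 14 higher and 11 lower after infection, and 25 passed with p adjusted over the list alone, on the arrays that the list was chosen on. Of the genes that the table gives for T cell receptor signaling 9 of 9 tested probes were higher after infection, 3 of them DEGs, with a median log2 fold change of 0.75. For natural killer cell-mediated cytotoxicity 9 of 10 were higher, 3 of the 10 DEGs (median 0.54), and for antigen processing and presentation 1 of 3 was, with 1 DEG (median −0.24). Over fixed gene lists, T cell receptor signaling had a median log2 fold change of −0.05, with 0 higher and 4 lower DEGs, and 0.01 after quantile normalization. Natural killer cell-mediated cytotoxicity had −0.01, with 0 higher and 2 lower DEGs, and 0.25 after quantile normalization. Antigen processing and presentation had −0.06, with 1 higher and 0 lower DEGs, and 0.26 after quantile normalization. With spike-in scaling all 3 medians were above 0, between 1.19 and 1.24, against 1.17 for all probes. Of the 16 pathway lists camera placed 0 past an adjusted p of 0.05 in water buffalo, with a smallest adjusted p of 0.647, and 0 had an unadjusted p under 0.05. fry placed 6 of 26 lists past it, among them T cell receptor signaling (fry adjusted p = 0.0071). Natural killer cell-mediated cytotoxicity and antigen processing and presentation were not among them.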

The enrichment analysis of the KEGG signaling pathway for those DEGs found only in water buffalo showed that they are mainly involved in metabolic pathways, T cell receptor signaling pathways, histidine metabolism, vascular smooth muscle contraction, base excision repair, primary immunodeficiency, leukocyte transendothelial migration, natural killer cell-mediated cytotoxicity, the neurotrophin signaling pathway, the insulin signaling pathway, the Wnt signaling pathway, antigen processing and presentation (S9 Table).

### Validation of mRNA expression by real-time PCR

To validate the microarray transcriptional data, the mRNA expression profiles for a subset of genes from different categories were assessed using quantitative real-time PCR. The selected genes and validation results are presented in Table 4. 

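For 27 comparisons of 19 genes of Table 4, the brightest probe of the gene was set against the direction of real-time PCR. The probe had the direction of PCR in 24 of 27, and 17 were DEGs. For CDKN1A the brightest probe (A_73_102040) had a log2 fold change of −0.52 before infection and −1.24 at 7 weeks, against a rise by PCR. The first was −1.11 and a DEG in the unscaled signal. The second value lost its call with slide as a block (−1.08) and without any 1 of 3 arrays, with −0.92 without yellow cattle 7 weeks post-infection replicate 1. The other probe of the gene, A_73_P100681, gave 4.65 and 4.44. For NFYA in water buffalo A_73_111754 gave −0.01 and A_73_P382031 gave 1.15, and the first was 1.13 in the unscaled signal. NKAPL also had probes of both directions, 5.12 and 5.05 at A_73_P382646 and at least 2.30-fold and 5.39-fold lower at A_73_P040536, where normexp on the median signal gave 0.15 before infection and −0.70, not a DEG, at 7 weeks. With the probe closest to the array value of the paper in place of the brightest, 27 of 27 had the direction of PCR. That choice nearly fixed this count, because the array and PCR values of the paper share their direction in all 27, so it is no independent evidence. Between the hosts before infection and at 7 weeks, CTSC had −5.52 and −4.79, LY6D 5.92 and 5.84, and ZPBP 2.80 and 3.58. At 7 weeks C2 had −3.32, EBD −3.88, IL1B −3.74, IL8 (CXCL8 in the annotation) −2.54, CD14 −1.70 and JKAMP 0.24, the last not a DEG. C2 (−2.34) and CXCL8 (−2.37) lost their calls with slide as a block. With infection in water buffalo LY6G6E had −1.67, THBS2 −1.59, ROCK2 1.43 and RECQL 0.29, the last not a DEG. In the unscaled signal LY6G6E was −0.52 and THBS2 −0.44, neither a DEG, and RECQL was 1.44 and a DEG. THBS2 was not a DEG without any 1 of 4 arrays, with −1.22 without water buffalo pre-infection replicate 1, and ROCK2 was −0.26 with normexp. In yellow cattle GPR52 had 1.02, CCL2 −3.23, AGMO −1.83, RECQL 0.51, NFYA 0.07 and ROCK2 1.07, none of them DEGs. None of the probes of these genes was a DEG with infection in water buffalo when slide was a block.
Further probes of these genes gave the following, where values under other settings for a probe with a bound are fitted ones. At 7 weeks JKAMP had 1.15 (A_73_113795) and 1.40 (A_73_P328031), both DEGs, and 0.76 (A_73_P261951), not a DEG. The first lost its call with slide as a block (1.18), with normexp (0.88) and without yellow cattle 7 weeks post-infection replicate 1 (0.97), and the second with normexp (0.54). CD14 had −0.29 (A_73_P108626), not a DEG. C2 was at least 6.54-fold lower at A_73_P250851, a DEG but not with slide as a block or with normexp (−0.59). EBD had −3.50 (A_73_P054346) and −3.13 (A_73_P100726), both DEGs, and −0.10 (A_73_120710), not a DEG. IL1B had −2.32 (A_73_110556), −1.83 (A_73_P111451) and −1.48 (A_73_P108091), all DEGs, the last not in the unscaled signal (−1.44) or without any 1 of 4 arrays, with −1.15 without yellow cattle 7 weeks post-infection replicate 3. CXCL8 had −3.09 (A_73_118449) and −4.19 (A_73_P108356), both DEGs, the first not with slide as a block (−2.90), without yellow cattle 7 weeks post-infection replicate 2 (−2.71) or without water buffalo 7 weeks post-infection replicate 3 (−2.23). CTSC had −1.31 before infection (A_73_P416626), a DEG but not with slide as a block (−1.54), with normexp (−0.39) or without any 1 of 3 arrays, and −0.73 at 7 weeks, not a DEG.
With infection in water buffalo the further probes gave −2.15 for LY6G6E (A_73_P038461), a DEG but not in the unscaled signal (−1.001), and at least 2.66-fold lower signal (A_73_P109156), a DEG but not with normexp (−0.93), and −0.14 (A_73_102889), not a DEG, for THBS2. RECQL had 0.41 (A_73_P354881) and a rise of at least 1.71-fold (A_73_P264751), neither a DEG, but both DEGs in the unscaled signal (1.56 and 2.04) and the second also with quantile normalization (1.02). ROCK2 rose at least 1.04-fold at A_73_105455, not a DEG except in the unscaled signal (2.24), and NFYA at A_73_P382031 was 0.27 and not a DEG with normexp. In yellow cattle GPR52 had 1.16 (A_73_116934), NFYA 1.06 (A_73_P382031), RECQL 0.36 (A_73_P354881) and a rise of at least 1.79-fold (A_73_P264751), none of them DEGs. The second probes of CCL2 (A_73_P107661), AGMO (A_73_113510) and, in yellow cattle, ROCK2, and a further one of THBS2 (A_73_P450226), were too dim to be tested.

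**Figure D4:**
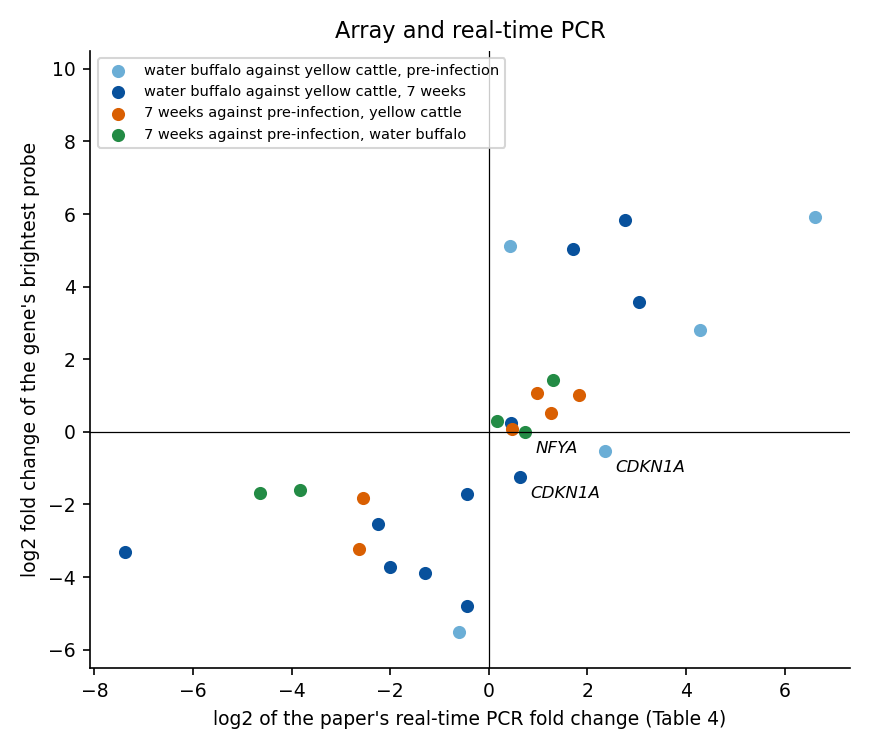
Log2 of the fold change of the paper by PCR (x axis) and log2 fold change of the brightest probe of the gene (y axis) for the 27 comparisons, 1 point each, colored by comparison. Points in the quadrants of equal sign number 24, and CDKN1A in both comparisons of the hosts and NFYA in water buffalo lie outside them.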

22 of the 24 (91.67%) selected genes were validated, which confirmed the results for the directionality of regulation and the fold-change of the microarray experiments.

**Table 4:** Real-time PCR validation of the microarray results^a^.

Accession number	Gene symbol	Gene name	Microarray fold change		Real-time PCR fold change	
DEGs in both water buffalo and yellow cattle post-infection compared to pre-infection			g3_VS_g1	g4_VS_g2	g3_VS_g1	g4_VS_g2
NM_001033617	CTSC	cathepsin C	2.30E-02	3.41E-02	0.66	0.74
AB098980	ND1	NADH dehydrogenase subunit 1	3.66E-03	2.65E-03	0.05	0.09
NM_001098958	CDKN1A	cyclin-dependent kinase inhibitor 1A	23.75	22.66	5.09	1.54
NM_001076517	LY6D	lymphocyte antigen 6 complex, locus D	62.14	56.03	98.30	6.77
NM_001102498	NKAPL	NFKB activating protein-like	35.33	31.67	1.35	3.28
NM_001038611	ZPBP	zonapellucida binding protein	7.79	11.16	19.41	8.28
DEGs in water buffalo post-infection compared to pre-infection			g4_vs_g3		g4_vs_g3	
NM_001081520	LY6G6E	lymphocyte antigen 6 complex, locus G6E	0.23		0.04	
NM_176872	THBS2	thrombospondin 2	0.33		0.07	
DEGs in yellow cattle post-infection compared to pre-infection			g2_vs_g1		g2_vs_g1	
NM_001206292	ZMYM6	PREDICTED: Bos taurus zinc finger, MYM-type 6	2.37		1.29	
NM_001100304	GPR52	GPR52,G protein-coupled receptor 52	2.34		3.55	
NM_174006	CCL2	CCL2,chemokine (C-C motif) ligand 2	0.12		0.16	
NM_001192973	AGMO	Bos taurus alkylglycerolmonooxygenase (AGMO),TMEM195	0.29		0.17	
XM_002694054	TNFRSF8	PREDICTED: Bos taurus Tumor necrosis factor receptor superfamily member 8-like	0.38		0.42	
DEGs common to both yellow catte and water buffalo post-infection compared to pre-infection			g2_vs_g1	g4_vs_g3	g2_vs_g1	g4_vs_g3
NM_001077991	RECQL	RecQ protein-like (DNA helicase Q1-like)	2.26	2.02	2.41	1.12
NM_001014956	NFYA	NFYA,nuclear transcription factor Y, alpha	2.16	2.17	1.39	1.67
NM_174452	ROCK2	Rho-associated, coiled-coil containing protein kinase 2	2.15	2.75	1.97	2.45
DEGs in water buffalo compared to yellow cattle at 7w post-infection			g4_vs_g2		g4_vs_g2	
NM_001080247	JKAMP	JNK1/MAPK8-associated membrane protein	2.62		1.36	
NM_001034492	C2	Bos taurus complement component 2	9.17E-02		0.006	
NM_175703	EBD	Bos taurus defensin, beta 1	0.11		0.41	
NM_174093	IL1B	interleukin 1, beta	0.18		0.25	
NM_173925	IL8	interleukin 8	0.19		0.21	
NM_174008	CD14	CD14 molecule	0.32		0.74	

^a^ The primer sequences used for the validation experiment are provided in S10 Table.

## Discussion

Helminth parasites are generally well-adapted to some hosts, but certain genotypes of their natural host organism are less susceptible to infection, i.e., the water buffalo is less susceptible to *S*. *japonicum* than yellow cattle. However, the mechanism underlying this difference in susceptibility remains unknown. Resistance to infection and the immune clearance of *S*.*japonicum* do not rest on a single molecular mechanism of killing, but rather on the orchestration of multiple pathways that disable and degrade parasites, leading to their expulsion [28, 29]. Both innate and adaptive immuno-mechanisms for helminth infection finely govern host susceptibility. Studies have shown that type 2 immunity protects the host from helminth infections. CD4^+^ T cells can drive a suite of type 2 anti-parasite mechanisms, including class-switched antibodies, activated leukocytes, and innate defensive molecules; the coordination effects of these multiple pathways disable, degrade and wipe out the parasites, leading to their destruction or expulsion [29, 30].

In our previous studies, water buffalo and yellow cattle were sacrificed 7 weeks post-infection with *S*.*japonicum*, at which time their livers showed many histopathological differences; the parasites derived from yellow cattle showed significantly more worm recovery, better worm development, and a different microscopic morphology compared with those derived from water buffalo [12, 17]. Further analysis of the genes responsible for the differences in susceptibility between water buffalo and yellow cattle was performed in this study. Domestic cattle are artificially grouped into 2 species, *Bos taurus* and *Bos indicus*. *Indicus cattle* are the predominant breed in China. The first taurine genome was sequenced in 2009 [19], while the indicine genome was sequenced more recently in 2012 [31]. Comparative analysis of these genomes showed that both breeds shared high similarity at the nucleotide level in all autosomes and the X chromosome, covering 97% of taurine protein coding genes [19, 31]. As water buffalo and yellow cattle are both members of the Bovidae family, they are closely related, and the vast amount of cattle genomic resources might serve as shortcuts for further advances genome science and biotechnology in this species [32]. In 2014, the water buffalo genome research group also declared that the bovine genome could be utilized in association studies [33]. In this paper, a *Bos taurus* genome-wide gene chip was used to analyze and compare the overall gene expression profiles of peripheral blood from water buffalo and yellow cattle, both pre- and post infection with *S*.*japonicum*. The results revealed that prior to schistosome infection, most of the DEGs between water buffalo and yellow cattle were mainly related to immune system function, including the B cell receptor signaling pathway, the T cell receptor signaling pathway, the Toll-like receptor signaling pathway, hematopoietic cell lineage, natural killer cell-mediated cytotoxicity (Table 1). Prior to infection, many genes associated with the immune response/system were expressed at lower levels in the less-susceptible water buffalo, which exhibited less pathological damage and fewer worms developing to a mature state. When the animals were challenged with *S*. *japonicum* for 7 weeks, some other genes of molecules correlated with metabolism, apoptosis, and signal transduction were found to be differentially expressed, and immune-related genes constituted the majority of the DEGs. Genome research on schistosomes has shown that many molecules of schistosomes are similar to those of their hosts. Thus, the molecules of schistosomes could act as receptors for the host’s signals, thereby enabling their growth and development [34,35]. Our findings are consistent with a report on an immunodeficient mouse model infected with *S*. *mansoni* [14]. This study revealed that in immunodeficient hosts, parasites failed to receive appropriate signals from the host immune system, resulting in the appearance of attenuated forms that prolonged the survival of host and parasite. Subsequent studies suggest that the type 2 response driven by CD4^+^ T cells during pre-patent infections of immunocompetent hosts is exploited by schistosomes to complete their development toward reproductively mature adult parasites [16]. In our previous study, the percentage of CD4^+^ T cells in water buffalo was significantly lower than that in yellow cattle [12]; and in this study, the expression levels of some immuno-associated genes in water buffalo were also lower than in yellow cattle, which supports the above observation that an appropriate level of immuno-stimulation from the host is necessary for the development and survival of the worms in their hosts.

Prior to infection, DEGs in the IL-10 family were expressed at higher levels in water buffalo compared with yellow cattle (Table 2). IL-10 family cytokines emerged before the adaptive immune response, and these cytokines elicit diverse host defense mechanism, especially from epithelial cells. IL-10 family cytokines are essential factors for maintaining the integrity and homeostasis of tissue epithelial layers [36]. During infection, IL-10 family cytokines can promote innate immune responses from tissue epithelia to limit the damage from infection. To establish a successful infection, schistosomes first need to penetrate the host by breaking through the skin. The IL-10 family cytokines IL-22R and IL-24 were over-expressed by 2.53- and 8.86-fold, respectively, in water buffalo, which indicated that the skin layer defense for schistosomes in water buffalo might be more effective than that in yellow cattle.

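The arrays measured RNA of peripheral blood, not of skin. At 7 weeks IL22RA1 (A_73_115811) had a normalized log2 signal of −3.59 ± 0.23 (SD, n = 3) in g4 and −5.08 ± 0.32 (SD, n = 3) in g2, a log2 fold change of 1.49 (limma adjusted p = 8.6e-05). Its signal was above background on all 3 arrays of each group, and a second probe of the gene was not. IL24 (A_73_111317) had −2.25 ± 0.48 (SD, n = 3) in g4 and −4.82 ± 0.32 (SD, n = 3) in g2, a log2 fold change of 2.57 (limma adjusted p = 3.7e-05). The arrays of the hosts did not overlap for either probe. With normexp on the median signal the change of IL22RA1 was 0.34 and that of IL24 0.82, and neither was a DEG.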

After 7 weeks of infection with *S*.*japonicum*, there were 6,353 DEGs between the two hosts; 2,168 of these DEGs were newly presented after infection. Further analysis showed that the newly presenting DEGs between the two hosts were mainly associated with the innate immune system, immune regulation, hematopoietic cells, thep53 signaling pathway, purine metabolism, etc., and most of the DEGs were under-expressed in water buffalo compared with yellow cattle. 

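The pathway lists were compared between g4 and g2 as well. Over the T cell receptor list the median log2 fold change was 0.31 (4 higher and 2 lower DEGs), and over the tight junction list it was 0.29 (14 higher and 4 lower). Hematopoietins had 0.32, the IL-10 family 0.40 with a mean of −0.28, chemokines 0.11 and regulation of fibrinolysis 0.25. The TGF-beta list had 0.18 with a mean of −0.18, and hematopoietic cell lineage 0.16 with a mean of −0.28 (7 higher and 10 lower DEGs). TNF family genes had 0.05 with a mean of −0.29. Below 0 were p53 signaling with −0.21 (0 higher and 7 lower DEGs), B cell receptor signaling with −0.18 and the interferon family with −0.27. None of these medians changed sign under another scaling. The direction of camera was down for hematopoietins, chemokines, hematopoietic cell lineage, and the TGF-beta and TNF lists, whose medians were above 0. Toll-like receptor genes had −0.03 (2 higher and 10 lower DEGs) and natural killer cell-mediated cytotoxicity −0.04, and both were above 0 with spike-in scaling, at 0.03 and 0.02. camera placed 0 of 16 pathway lists past an adjusted p of 0.05, with a smallest adjusted p of 0.366, and 1 had an unadjusted p under 0.05. fry placed 9 of 26 lists past it, and camera with an estimated correlation 0.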

The pathway enrichment analysis showed that the DEGs constituted similar immune-related pathways, both pre- and post-infection, between the two hosts, which suggests that native differences between the two hosts are likely to be the key factors that affect the establishment and maintenance of *S*. *japonicum* infections.

After infection, water buffalo and yellow cattle showed different changes compared with pre-infection, and most DEGs were uniquely found only in yellow cattle or water buffalo; only 83 DEGs were observed in both hosts. These 83 common DEGs maybe the essential response genes during *S*.*japonicum* infection, and GO function analysis showed that the highest two GO functions were associated with the regulation of fibrinolysis (S6 Table), which is the special pathological damage resulting from schistosome infections. The unique DEGs (390) in yellow cattle were mainly enriched in pathways of cytokine–cytokine receptor interactions, neuroactive ligand–receptor interactions, chemokine signaling pathways, etc., which is consistent with the phenomenon that more intense inflammation occurred in yellow cattle than in water buffalo after infection [12]. The unique DEGs (2,114) in water buffalo were mainly associated with immune-related pathways, such as T cell receptor signaling, primary immunodeficiency, antigen processing and presentation, etc., which again indicates that immune factors likely contribute to *S*. *japonicum* resistance in water buffalo.

This study was the first to compare and analyze the overall gene expression profiles in the peripheral blood from water buffalo and yellow cattle, both pre- and post-infection with *S*.*japonicum*. It will increase our understanding of the relationship between parasites and the different susceptibilities of natural hosts.

## Supporting Information

S1 Table Function pathway of up-regulated genes in water buffalo compared to yellow cattle pre-infection. (DOC) Click here for additional data file.

S2 Table Function pathway of under-regulated genes in water buffalo compared to yellow cattle pre- infection. (DOC) Click here for additional data file.

S3 Table Enrichment analysis of Go function for new presenting over-expressed genes in water buffalo compared to those in yellow cattle 7weeks after infection. (DOC) Click here for additional data file.

S4 Table Enrichment analysis of Go function for new presenting under-expressed genes in water buffalo compared to those in yellow cattle 7weeks after infection. (DOC) Click here for additional data file.

S5 Table Some function pathway for new presenting DEGs between water buffalo and yellow cattle 7weeks after infection. (DOC) Click here for additional data file.

S6 Table Enrichment analysis of Go function for DEGs both in water buffalo and yellow cattle post-infection with *Sj* 7w compared to pre-infection. (DOC) Click here for additional data file.

S7 Table List of some DEGs both in water buffalo and yellow cattle post-infection with *Sj* 7w compared to pre-infection. (DOC) Click here for additional data file.

S8 Table Enrichment analysis of KEGG pathway for DEGs unique to yellow cattle 7 weeks post-inection with *S*. *japonicum* compared with pre-infection. (DOC) Click here for additional data file.

S9 Table Enrichment analysis of KEGG pathway for DEGs unique to water buffalo 7 weeks post-infection with *S*. *japonicum* compared with pre-infection. (DOC) Click here for additional data file.

S10 Table Primers in real-time PCR validation for microarray results. (DOC) Click here for additional data file.

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S1 Table

**S1 Table. Function pathway of up-regulated genes in water buffalo compared to yellow cattle pre-infection.**

| **Gene ID** | **Symbol** | **Probe ID** | **p value** | **g3_vs_g1**  **fold change** | **Gene name** |
| --- | --- | --- | --- | --- | --- |
| **Tight junction** | | | | | |
| 524770 | ACTN1 | A_73_111323 | 0.0108 | 2.24 | actinin, alpha 1 |
| 506545 | CLDN10 | A_73_106401 | 0.0039 | 44.34 | claudin 10 |
| 508445 | HCLS1 | A_73_120474 | 0.0248 | 2.59 | hematopoietic cell-specific Lyn substrate 1 |
| 536863 | MPDZ | A_73_113861 | 0.0022 | 10.78 | multiple PDZ domain protein |
| 519251 | MRK | A_73_112212 | 0.0086 | 2.86 |  |
| 281338 | MYH3 | A_73_117196 | 0.0059 | 10.49 | myosin, heavy chain 3, skeletal muscle, embryonic |
| 408020 | MYH4 | A_73_116984 | 2.0E-4 | 18.68 | Myosin heavy chain-2B-like protein Fragment |
| 535321 | PPP2R1A | A_73_106939 | 0.010 | 2.04 | protein phosphatase 2, regulatory subunit A, alpha |
| 282325 | PRKCB | A_73_113451 | 0.0051 | 2.08 | Protein kinase C, beta |
| 528478 | PRKCI | A_73_118034 | 0.027 | 2.32 | Protein kinase C, iota |
| **TGF-beta signaling pathway** | | | | | |
| 280760 | DCN | A_73_111861 | 0.0028 | 4.07 | Decorin |
| 286859 | GDF7 | A_73_113829 | 0.038 | 2.09 | Growth differentiation factor 7 |
| 534018 | LEFTY2 | A_73_107797 | 0.0035 | 2.87 | left-right determination factor 2 |
| 535321 | PPP2R1A | A_73_106939 | 0.010 | 2.04 | protein phosphatase 2, regulatory subunit A, alpha |

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S2 Table

**S2 Table. Function pathway of under-regulated genes in water buffalo compared to yellow cattle pre- infection.**

| **Gene ID** | **Symbol** | **Probe ID** | **p value** | **g3_vs_g1**  **fold change** | **Gene name** |
| --- | --- | --- | --- | --- | --- |
| **p53 signaling pathway** | | | | | |
| 327679 | CCNB1 | A_73_115691 | 1.0E-4 | 0.18 | cyclin B1 |
| 538436 | CCNE2 | A_73_120096 | 0.0249 | 0.27 | cyclin E2 |
| 281061 | CDK1 | A_73_107660 | 0.0021 | 0.23 | cyclin-dependent kinase 1 |
| 510618 | CDK4 | A_73_108052 | 0.0128 | 0.46 | cyclin-dependent kinase 4 |
| 515914 | SESN3 | A_73_119882 | 1.0E-4 | 0.19 | sestrin 3 |
| **B cell receptor signaling pathway** | | | | | |
| 353510 | IFITM1 | A_73_120243 | 0.047 | 0.45 | interferon induced transmembrane protein 1 (9-27) |
| 281855 | IKBKG | A_73_108677 | 0.012 | 0.48 | inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase gamma |
| 280831 | JUN | A_73_120007 | 0.036 | 0.49 | jun proto-oncogene |
| 534996 | LYN | A_73_105751 | 0.0026 | 0.45 | v-yes-1 Yamaguchi sarcoma viral related oncogene homolog |
| **T cell receptor signaling pathway** | | | | | |
| 510618 | CDK4 | A_73_108052 | 0.013 | 0.46 | cyclin-dependent kinase 4 |
| 281855 | IKBKG | A_73_108677 | 0.012 | 0.48 | inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase gamma |
| 280831 | JUN | A_73_120007 | 0.036 | 0.49 | jun proto-oncogene |
| 535327 | MAPK13 | A_73_105507 | 8.0E-4 | 5.76E-3 | mitogen-activated protein kinase 13 |
| **Hematopoietic cell lineage** | | | | | |
| 281861 | IL2RA | A_73_109472 | 0.0042 | 0.07 | interleukin 2 receptor, alpha |
| 404154 | IL4R | A_73_112133 | 0.0014 | 0.37 | interleukin 4 receptor |
| 282882 | ITGA4 | A_73_107613 | 0.0014 | 0.097 | integrin, alpha 4 (antigen CD49D, alpha 4 subunit of VLA-4 receptor) |
| **Toll-like receptor signaling pathway** | | | | | |
| 286849 | CD40 | A_73_110113 | 0.033 | 0.36 | CD40 molecule, TNF receptor superfamily member 5 |
| 407131 | CD80 | A_73_110255 | 9.0E-4 | 0.049 | CD80 molecule |
| 282257 | IFNAR1 | A_73_116078 | 0.035 | 0.47 | interferon (alpha, beta and omega) receptor 1 |
| 281855 | IKBKG | A_73_108677 | 0.012 | 0.48 | inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase gamma |
| 280831 | JUN | A_73_120007 | 0.036 | 0.49 | jun proto-oncogene |
| 512242 | LBP | A_73_104583 | 0.022 | 0.38 | lipopolysaccharide binding protein |
| 535327 | MAPK13 | A_73_105507 | 8.0E-4 | 5.76E-3 | mitogen-activated protein kinase 13 |
| **Natural killer cell mediated cytotoxicity** | | | | | |
| 508619 | IFNGR1 | A_73_115260 | 3.0E-4 | 1.44E-3 | interferon gamma receptor 1 |
| 514889 | IFNGR2 | A_73_107789 | 0.0 | 5.39E-3 | interferon gamma receptor 2 |
| 407173 | JSP.1 | A_73_112038 | 0.037 | 0.088 | MHC Class I JSP.1 |
| 281731 | GZMB | A_73_112113 | 0.032 | 4.11 | granzyme B (granzyme 2, cytotoxic T-lymphocyte-associated serine esterase 1) |
| 282257 | IFNAR1 | A_73_116078 | 0.035 | 0.24 | interferon (alpha, beta and omega) receptor 1 |
| 613356 | SH2D1A | A_73_117272 | 0.0073 | 0.48 | SH2 domain containing 1A |

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S3 Table

**S3 Table. Enrichment analysis of Go function for new presenting over-expressed genes in water buffalo compared to those in yellow cattle 7weeks after infection.**

| **GO Id** | **Name** | [**Hits**](javascript:void(0);) | | [**Total**](javascript:void(0);) | [**Percent**](javascript:void(0);) | [**Enrichment test p value**](javascript:void(0);) | [**q value**](javascript:void(0);) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| GO:0040012 | regulation of locomotion | | [4](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0040012&name=regulation+of+locomotion&recordid=70451233&loginid=BH11042) | 71 | 5.63% | 0.03 | 1 |
| GO:0017140 | lipoic acid synthase activity | | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0017140&name=lipoic+acid+synthase+activity&recordid=70451233&loginid=BH11042) | 1 | 100.00% | 0.031 | 1 |
| GO:0070283 | radical SAM enzyme activity | | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0070283&name=radical+SAM+enzyme+activity&recordid=70451233&loginid=BH11042) | 1 | 100.00% | 0.031 | 1 |
| GO:0045177 | apical part of cell | | [3](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0045177&name=apical+part+of+cell&recordid=70451233&loginid=BH11042) | 52 | 5.77% | 0.055 | 1 |
| GO:0031254 | trailing edge | | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0031254&name=trailing+edge&recordid=70451233&loginid=BH11042) | 3 | 33.33% | 0.061 | 1 |
| GO:0006928 | cell motion | | [6](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0006928&name=cell+motion&recordid=70451233&loginid=BH11042) | 178 | 3.37% | 0.070 | 1 |
| GO:0051674 | localization of cell | | [6](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0051674&name=localization+of+cell&recordid=70451233&loginid=BH11042) | 178 | 3.37% | 0.070 | 1 |
| GO:0002683 | negative regulation of immune system process | | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0002683&name=negative+regulation+of+immune+system+process&recordid=70451233&loginid=BH11042) | 26 | 7.69% | 0.071 | 1 |
| GO:0022892 | substrate-specific transporter activity | | [14](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0022892&name=substrate-specific+transporter+activity&recordid=70451233&loginid=BH11042) | 578 | 2.42% | 0.082 | 1 |
| GO:0048585 | negative regulation of response to stimulus | | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0048585&name=negative+regulation+of+response+to+stimulus&recordid=70451233&loginid=BH11042) | 29 | 6.90% | 0.085 | 1 |
| GO:0040011 | locomotion | | [6](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0040011&name=locomotion&recordid=70451233&loginid=BH11042) | 192 | 3.13% | 0.092 | 1 |
| GO:0022857 | transmembrane transporter activity | | [13](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0022857&name=transmembrane+transporter+activity&recordid=70451233&loginid=BH11042) | 543 | 2.39% | 0.098 | 1 |
| GO:0050900 | leukocyte migration | | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0050900&name=leukocyte+migration&recordid=70451233&loginid=BH11042) | 32 | 6.25% | 0.099 | 1 |
| GO:0007163 | establishment or maintenance of cell polarity | | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0007163&name=establishment+or+maintenance+of+cell+polarity&recordid=70451233&loginid=BH11042) | 6 | 16.67% | 0.11 | 1 |
| GO:0048870 | cell motility | | [5](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0048870&name=cell+motility&recordid=70451233&loginid=BH11042) | 156 | 3.21% | 0.11 | 1 |
| GO:0001871 | pattern binding | | [3](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0001871&name=pattern+binding&recordid=70451233&loginid=BH11042) | 73 | 4.11% | 0.12 | 1 |
| GO:0010576 | metalloenzyme regulator activity | | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0010576&name=metalloenzyme+regulator+activity&recordid=70451233&loginid=BH11042) | 7 | 14.29% | 0.12 | 1 |
| GO:0019827 | stem cell maintenance | | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0019827&name=stem+cell+maintenance&recordid=70451233&loginid=BH11042) | 8 | 12.50% | 0.13 | 1 |
| GO:0030534 | adult behavior | | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0030534&name=adult+behavior&recordid=70451233&loginid=BH11042) | 41 | 4.88% | 0.15 | 1 |
| GO:0051051 | negative regulation of transport | | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0051051&name=negative+regulation+of+transport&recordid=70451233&loginid=BH11042) | 45 | 4.44% | 0.17 | 1 |
| GO:0060090 | molecular adaptor activity | | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0060090&name=molecular+adaptor+activity&recordid=70451233&loginid=BH11042) | 11 | 9.09% | 0.17 | 1 |
| GO:0005215 | transporter activity | | [15](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0005215&name=transporter+activity&recordid=70451233&loginid=BH11042) | 719 | 2.09% | 0.18 | 1 |
| GO:0009892 | negative regulation of metabolic process | | [6](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0009892&name=negative+regulation+of+metabolic+process&recordid=70451233&loginid=BH11042) | 235 | 2.55% | 0.18 | 1 |
| GO:0048519 | negative regulation of biological process | | [12](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0048519&name=negative+regulation+of+biological+process&recordid=70451233&loginid=BH11042) | 556 | 2.16% | 0.18 | 1 |

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S4 Table

**S4 Table. Enrichment analysis of Go function for new presenting under-expressed genes in water buffalo compared to those in yellow cattle 7weeks after infection.**

| **GO Id** | **Name** | [**Hits**](javascript:void(0);) | [**Total**](javascript:void(0);) | [**Percent**](javascript:void(0);) | [**Enrichment test p value**](javascript:void(0);) | [**q value**](javascript:void(0);) |
| --- | --- | --- | --- | --- | --- | --- |
| GO:0045058 | T cell selection | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0045058&name=T+cell+selection&recordid=70451234&loginid=BH11042) | 6 | 33.33% | 0.0048 | 0.51 |
| GO:0009719 | response to endogenous stimulus | [4](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0009719&name=response+to+endogenous+stimulus&recordid=70451234&loginid=BH11042) | 56 | 7.14% | 0.0086 | 0.51 |
| GO:0002682 | regulation of immune system process | [7](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0002682&name=regulation+of+immune+system+process&recordid=70451234&loginid=BH11042) | 170 | 4.12% | 0.01 | 0.51 |
| GO:0002252 | immune effector process | [5](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0002252&name=immune+effector+process&recordid=70451234&loginid=BH11042) | 95 | 5.26% | 0.011 | 0.51 |
| GO:0019825 | oxygen binding | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0019825&name=oxygen+binding&recordid=70451234&loginid=BH11042) | 13 | 15.38% | 0.017 | 0.55 |
| GO:0051094 | positive regulation of developmental process | [7](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0051094&name=positive+regulation+of+developmental+process&recordid=70451234&loginid=BH11042) | 195 | 3.59% | 0.019 | 0.55 |
| GO:0045177 | apical part of cell | [3](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0045177&name=apical+part+of+cell&recordid=70451234&loginid=BH11042) | 52 | 5.77% | 0.038 | 0.69 |
| GO:0030246 | carbohydrate binding | [5](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0030246&name=carbohydrate+binding&recordid=70451234&loginid=BH11042) | 133 | 3.76% | 0.039 | 0.69 |
| GO:0048469 | cell maturation | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0048469&name=cell+maturation&recordid=70451234&loginid=BH11042) | 25 | 8.00% | 0.051 | 0.69 |
| GO:0002376 | immune system process | [11](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0002376&name=immune+system+process&recordid=70451234&loginid=BH11042) | 458 | 2.40% | 0.052 | 0.69 |
| GO:0048589 | developmental growth | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0048589&name=developmental+growth&recordid=70451234&loginid=BH11042) | 27 | 7.41% | 0.058 | 0.69 |
| GO:0002520 | immune system development | [5](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0002520&name=immune+system+development&recordid=70451234&loginid=BH11042) | 151 | 3.31% | 0.060 | 0.69 |
| GO:0048584 | positive regulation of response to stimulus | [4](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0048584&name=positive+regulation+of+response+to+stimulus&recordid=70451234&loginid=BH11042) | 107 | 3.74% | 0.063 | 0.69 |
| GO:0006955 | immune response | [8](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0006955&name=immune+response&recordid=70451234&loginid=BH11042) | 307 | 2.61% | 0.063 | 0.69 |
| GO:0004857 | enzyme inhibitor activity | [5](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0004857&name=enzyme+inhibitor+activity&recordid=70451234&loginid=BH11042) | 156 | 3.21% | 0.066 | 0.69 |
| GO:0002684 | positive regulation of immune system process | [4](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0002684&name=positive+regulation+of+immune+system+process&recordid=70451234&loginid=BH11042) | 115 | 3.48% | 0.077 | 0.69 |
| GO:0051239 | regulation of multicellular organismal process | [8](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0051239&name=regulation+of+multicellular+organismal+process&recordid=70451234&loginid=BH11042) | 326 | 2.45% | 0.082 | 0.69 |
| GO:0021700 | developmental maturation | [2](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0021700&name=developmental+maturation&recordid=70451234&loginid=BH11042) | 34 | 5.88% | 0.084 | 0.69 |
| GO:0043028 | caspase regulator activity | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0043028&name=caspase+regulator+activity&recordid=70451234&loginid=BH11042) | 6 | 16.67% | 0.091 | 0.69 |
| GO:0045730 | respiratory burst | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0045730&name=respiratory+burst&recordid=70451234&loginid=BH11042) | 6 | 16.67% | 0.091 | 0.69 |

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S5 Table

**S5 Table. Some function pathway for new presenting DEGs between water buffalo and yellow cattle 7weeks after infection.**

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S6 Table

**S6 Table. Enrichment analysis of Go function for DEGs both in water buffalo and yellow cattle post-infection with *Sj*** 7w compared to pre-infection.

| **GO Id** | **Name** | [**Hits**](javascript:void(0);) | [**Total**](javascript:void(0);) | [**Percent**](javascript:void(0);) | [**Enrichment test p value**](javascript:void(0);) | [**q value**](javascript:void(0);) |
| --- | --- | --- | --- | --- | --- | --- |
| GO:0051918 | negative regulation of fibrinolysis | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0051918&name=negative+regulation+of+fibrinolysis&recordid=62521630&loginid=BH11042) | 3 | 33.33% | 0.0047 | 0.20 |
| GO:0051917 | regulation of fibrinolysis | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0051917&name=regulation+of+fibrinolysis&recordid=62521630&loginid=BH11042) | 4 | 25.00% | 0.0059 | 0.20 |
| GO:0050817 | coagulation | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0050817&name=coagulation&recordid=62521630&loginid=BH11042) | 57 | 1.75% | 0.067 | 0.87 |
| GO:0050878 | regulation of body fluid levels | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0050878&name=regulation+of+body+fluid+levels&recordid=62521630&loginid=BH11042) | 64 | 1.56% | 0.074 | 0.87 |
| GO:0051241 | negative regulation of multicellular organismal process | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0051241&name=negative+regulation+of+multicellular+organismal+process&recordid=62521630&loginid=BH11042) | 68 | 1.47% | 0.079 | 0.87 |
| GO:0004857 | enzyme inhibitor activity | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0004857&name=enzyme+inhibitor+activity&recordid=62521630&loginid=BH11042) | 156 | 0.64% | 0.17 | 1.0 |
| GO:0048583 | regulation of response to stimulus | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0048583&name=regulation+of+response+to+stimulus&recordid=62521630&loginid=BH11042) | 171 | 0.58% | 0.19 | 1.0 |
| GO:0048037 | cofactor binding | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0048037&name=cofactor+binding&recordid=62521630&loginid=BH11042) | 176 | 0.57% | 0.19 | 1.0 |
| GO:0008289 | lipid binding | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0008289&name=lipid+binding&recordid=62521630&loginid=BH11042) | 221 | 0.45% | 0.23 | 1.0 |
| GO:0031982 | vesicle | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0031982&name=vesicle&recordid=62521630&loginid=BH11042) | 245 | 0.41% | 0.26 | 1.0 |
| GO:0009605 | response to external stimulus | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0009605&name=response+to+external+stimulus&recordid=62521630&loginid=BH11042) | 294 | 0.34% | 0.30 | 1.0 |
| GO:0007155 | cell adhesion | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0007155&name=cell+adhesion&recordid=62521630&loginid=BH11042) | 325 | 0.31% | 0.32 | 1.0 |
| GO:0022610 | biological adhesion | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0022610&name=biological+adhesion&recordid=62521630&loginid=BH11042) | 325 | 0.31% | 0.32 | 1.0 |
| GO:0007155 | cell adhesion | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0007155&name=cell+adhesion&recordid=62521630&loginid=BH11042) | 325 | 0.31% | 0.32 | 1.0 |
| GO:0051239 | regulation of multicellular organismal process | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0051239&name=regulation+of+multicellular+organismal+process&recordid=62521630&loginid=BH11042) | 326 | 0.31% | 0.36 | 1.0 |
| GO:0003676 | nucleic acid binding | [3](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0003676&name=nucleic+acid+binding&recordid=62521630&loginid=BH11042) | 1755 | 0.17% | 0.35 | 1.0 |
| GO:0051179 | localization | [3](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0051179&name=localization&recordid=62521630&loginid=BH11042) | 1765 | 0.17% | 0.35 | 1.0 |
| GO:0003700 | transcription factor activity | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0003700&name=transcription+factor+activity&recordid=62521630&loginid=BH11042) | 379 | 0.26% | 0.37 | 1.0 |
| GO:0055085 | transmembrane transport | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0055085&name=transmembrane+transport&recordid=62521630&loginid=BH11042) | 392 | 0.26% | 0.38 | 1.0 |
| GO:0030234 | enzyme regulator activity | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0030234&name=enzyme+regulator+activity&recordid=62521630&loginid=BH11042) | 403 | 0.25% | 0.39 | 1.0 |
| GO:0022857 | transmembrane transporter activity | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0022857&name=transmembrane+transporter+activity&recordid=62521630&loginid=BH11042) | 543 | 0.18% | 0.48 | 1.0 |
| GO:0043167 | ion binding | [3](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0043167&name=ion+binding&recordid=62521630&loginid=BH11042) | 2163 | 0.14% | 0.49 | 1.0 |
| GO:0048519 | negative regulation of biological process | [1](http://sas.ebioservice.com/bioinfoplug_molnetgotree.showgene.do?acc=GO:0048519&name=negative+regulation+of+biological+process&recordid=62521630&loginid=BH11042) | 556 | 0.18% | 0.49 | 1.0 |

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S7 Table

**S7 Table. List of some DEGs both in water buffalo and yellow cattle post-infection with *Sj*** 7w compared to pre-infection.

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S8 Table

**S8 Table. Enrichment analysis of KEGG pathway for DEGs unique to yellow cattle 7 weeks post-inection with *S. japonicum*** compared with pre-infection.

| **Pathway Name** | [**Hits**](javascript:void(0);) | [**Total**](javascript:void(0);) | [**Percent**](javascript:void(0);) | [**Enrichment test p value**](javascript:void(0);) | [**q value**](javascript:void(0);) |
| --- | --- | --- | --- | --- | --- |
| [Neuroactive ligand-receptor interaction](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta04080&gene=517040,GABBR2;529656,GRM6;504216,NPY;617879,GIPR;613414,TRH&pathwayname=Neuroactive+ligand-receptor+interaction+-+Bos+taurus+(cow)&pictureext=png) | 5 | 305 | 1.64% | 8.00E-04 | 0.0035 |
| [Cytokine-cytokine receptor interaction](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta04060&gene=281043,CCL2;286859,GDF7;338031,FLT4&pathwayname=Cytokine-cytokine+receptor+interaction+-+Bos+taurus+(cow)&pictureext=png) | 3 | 249 | 1.20% | 0.022 | 0.046 |
| [Glycosphingolipid biosynthesis - globo series](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta00603&gene=281175,FUT2&pathwayname=Glycosphingolipid+biosynthesis+-+globo+series+-+Bos+taurus+(cow)&pictureext=png) | 1 | 15 | 6.67% | 0.037 | 0.047 |
| [Glycosphingolipid biosynthesis - lacto and neolacto series](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta00601&gene=281175,FUT2&pathwayname=Glycosphingolipid+biosynthesis+-+lacto+and+neolacto+series+-+Bos+taurus+(cow)&pictureext=png) | 1 | 25 | 4.00% | 0.059 | 0.047 |
| [Chemokine signaling pathway](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta04062&gene=513340,GNB3;281043,CCL2&pathwayname=Chemokine+signaling+pathway+-+Bos+taurus+(cow)&pictureext=png) | 2 | 179 | 1.12% | 0.068 | 0.047 |
| [Tyrosine metabolism](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta00350&gene=280761,DCT&pathwayname=Tyrosine+metabolism+-+Bos+taurus+(cow)&pictureext=png) | 1 | 32 | 3.13% | 0.075 | 0.047 |
| [Taste transduction](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta04742&gene=513340,GNB3&pathwayname=Taste+transduction+-+Bos+taurus+(cow)&pictureext=png) | 1 | 34 | 2.94% | 0.079 | 0.047 |
| [mTOR signaling pathway](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta04150&gene=614570,EIF4E1B&pathwayname=mTOR+signaling+pathway+-+Bos+taurus+(cow)&pictureext=png) | 1 | 53 | 1.89% | 0.12 | 0.047 |
| [NOD-like receptor signaling pathway](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta04621&gene=281043,CCL2&pathwayname=NOD-like+receptor+signaling+pathway+-+Bos+taurus+(cow)&pictureext=png) | 1 | 57 | 1.75% | 0.13 | 0.047 |
| [MAPK signaling pathway](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta04010&gene=615727,DUSP8;521616,CACNG6&pathwayname=MAPK+signaling+pathway+-+Bos+taurus+(cow)&pictureext=png) | 2 | 265 | 0.75% | 0.13 | 0.047 |
| [Arrhythmogenic right ventricular cardiomyopathy (ARVC)](http://sas.ebioservice.com/bioinfoplug_molnetpathwaygene.showframe.do?projectid=defaultdb&db=kegg&recordid=62521633&loginid=BH11042&pathwayid=bta05412&gene=521616,CACNG6&pathwayname=Arrhythmogenic+right+ventricular+cardiomyopathy+(ARVC)+-+Bos+taurus+(cow)&pictureext=png) | 1 | 66 | 1.52% | 0.15 | 0.047 |

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S9 Table

**S9 Table. Enrichment analysis of KEGG pathway for DEGs unique to water buffalo 7 weeks post-infection with *S. japonicum*** compared with pre-infection.

# Supplementary material for: The Differential Expression of Immune Genes between Water Buffalo and Yellow Cattle Determines Species-Specific Susceptibility to Schistosoma japonicum Infection
**Source:** PLoS One. 2015 Jun 30;10(6):e0130344. doi: 10.1371/journal.pone.0130344
**Supplement:** S10 Table

**S10 Table. Primers in r**eal-time PCR validation for microarray results

| **Accession number** | **Gene symbol** | **Gene name** | **Primer(5‘-3’)** |
| --- | --- | --- | --- |
| **the DE genes both in yellow cattle and water buffalo post infection compared to pre infection** | | | |
| NM_001033617 | CTSC | cathepsin C | F:caaacctgcaccaatcactg R:gatcggggtctgagtgttg |
| AB098980 | ND1 | NADH dehydrogenase subunit 1 | F:acgacccgctacatcttcag R:tcgtagggctccgattagtg |
| NM_001098958 | CDKN1A | cyclin-dependent kinase inhibitor 1A | F:ctaacccccaactcagtggac R:ggtgtcacactgtccctcctg |
| NM_001076517 | LY6D | lymphocyte antigen 6 complex, locus D | F:ggtctctgcagaaggtctgg R:acgctgggctttgaatag |
| NM_001102498 | NKAPL | NFKB activating protein-like | F:gttaggaaggcaggggtaggc R:cgttggaatacccaagcac |
| NM_001038611 | ZPBP | zona pellucida binding protein | F:acgatgtcctgagtgctgtg R:atgcttttgctccaaacaccag |
| **The DE genes in water buffalo post- infection compared to pre infection** | | | |
| BC149477 | IL12RB1 | interleukin 12 receptor, beta 1 | F:ttctttactgccgagccac R:gatgtgaccttggccttgttgg |
| NM_001081520 | LY6G6E | lymphocyte antigen 6 complex, locus G6E | F:ctcagcgtgcagatcacattc R:ggtagcagggcttgacaaag |
| NM_176872 | THBS2 | thrombospondin 2 | F:gcttcgtccgctttgactac R: taggtgaggtccagggtgtc |
| **The DE genes in yellow cattle post-infection compared to pre infection** | | | |
| NM_001206292 | ZMYM6 | PREDICTED: Bos taurus zinc finger, MYM-type 6 | F:ctccatatgccttgggaaaatc R:atggccaggtgatactgagg |
| NM_001100304 | GPR52 | GPR52,G protein-coupled receptor 52 | F:atcaactggtcaccccatg R:gcagcaggggcataaag |
| NM_174006 | CCL2 | CCL2,chemokine (C-C motif) ligand 2 | F:cgcctgctgctatacattc R:gctcaaggctttggagtttg |
| NM_001192973 | AGMO | Bos taurus alkylglycerol monooxygenase (AGMO),TMEM195 | F:gagacaatccgtcctccaaatttac R:tcagttccaaaggaccaagg |
| XM_002694054 | TNFRSF8 | PREDICTED: Bos taurus Tumor necrosis factor receptor superfamily member 8-like | F:gttctacgccaggagctgag R:cttctccacgaggtctccag |
| **The common DE genes in yellow catte and water buffalo post infection compared to pre infection** | | | |
| NM_001077991 | RECQL | RecQ protein-like (DNA helicase Q1-like) | F:actgatcgactcctggatgg R:tgcgtgggcttctttactc |
| NM_001014956 | NFYA | NFYA,nuclear transcription factor Y, alpha | F:tgccaaacagtaccaccg R:gcttgatttggatcctgcatatg |
| NM_174452 | ROCK2 | Rho-associated, coiled-coil containing protein kinase 2 | F:tgaagcctgacaacatgctc R:gtaaccatcacccccttgtg |
| **The DE genes of water buffalo compared to yellow cattle at 7w post infection** | | | |
| NM_001080247 | JKAMP | JNK1/MAPK8-associated membrane protein | F:cagttggtggaggccttttatac R:caatgccaaaagcggtaaatc |
| NM_001034492 | C2 | Bos taurus complement component 2 | F:gtcagataccgctgctcctc R:cggaacgctggatttgtattttg |
| NM_175703 | EBD | Bos taurus defensin, beta 1 | F:ctccaccaccgactacagg R:aatcctgacccagcagacag |
| NM_174093 | IL1B | interleukin 1, beta | F:cagtgcctacgcacatgtctc R:agaggaggtggagagccttc |
| NM_173925 | IL8 | interleukin 8 | F:tcgatgccaatgcataaaaac R:cttttccttggggtttaggc |
| NM_174008 | CD14 | CD14 molecule | F:gcagcctggaacagtttctc R: tcctcaagcgtcagttccttg |

How the deposited data were processed for this re-analysis (not part of the article)

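Gene expression in peripheral blood was measured in 3 yellow cattle and 3 water buffalo, each before infection with S. japonicum and 7 weeks after it, on 12 one-color bovine arrays. The authors deposited, per array, the Feature Extraction output, in which the processed signal of each spot is a fluorescence intensity after the background subtraction and surface trend correction of that software, without normalization between arrays. The values of the deposited series matrix were checked to be the same processed signal on the linear scale, and they enter as the unscaled alternative. The groups g1 (yellow cattle before infection), g2 (yellow cattle at 7 weeks), g3 (water buffalo before infection) and g4 (water buffalo at 7 weeks) hold 3 arrays each, named by their labels.

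Control spots were left out. The processed signal was put on the log2 scale, the 75th percentile of the array's remaining spots was subtracted, and the spots of a probe were averaged, which left 43653 probes. Gene symbols were taken from a RefSeq table by the transcript accession that the files give for a probe, and 7251 symbols had at least 2 probes. A probe was tested in a comparison if the software marked it as well above background on all 3 arrays of at least 1 of the groups and as a non-uniform outlier on none of the 6 arrays. No spot was saturated on any array. Group means were fitted over the 12 arrays and compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with tables read by data.table 1.17.8. The comparisons were g3 with g1, g4 with g2, g2 with g1, g4 with g3, and the interaction of host and time. Each had Benjamini-Hochberg adjustment over the tested probes, an adjusted p threshold of 0.05 and a minimum of 2-fold. All tests were two-sided. Newly presenting DEGs are those at 7 weeks that were not DEGs before infection, and common DEGs are those with infection in both hosts. Where a probe was above background on no array of a group, its fold change was computed against the background limit of each array and is given as a lower bound. Where this limit reached the signal of the other group no fold is given, and the probe counts as unchanged in medians at the bounds. Whether a probe is a DEG rests on fitted values, and so do the values given for bounded probes under other settings. For arrays the number of samples, 3 per group, limits the precision. The signal over background limits which probes could be tested, and 8424 probes were above background on no array.

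The replicate numbers name the same animal before and after infection, since the methods sampled each animal at both times. Within a host the deviations of an animal from its group means had r of 0.63, 0.65 and 0.52 across probes in yellow cattle and 0.29, 0.39 and 0.31 in water buffalo. Across hosts, where the numbers name different animals, r lay between −0.18 and 0.08. With the animal as a block, 2 probes were called in yellow cattle and 3375 in water buffalo.

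Correlations between arrays, principal components and clusters (average linkage on 1 minus Pearson's r) used the 31362 probes well above background on all 3 arrays of at least 1 group. Gene lists were tested with limma's camera, with an inter-gene correlation of 0.01, on 1 probe per gene, the one with the highest mean signal, and adjustment over 26 lists. These are 16 lists of pathways, 8 of blood cell markers (T cell, B cell, natural killer cell, neutrophil, monocyte, eosinophil, platelet and erythroid), and ribosomal protein and interferon-stimulated genes. A list of mitochondrially encoded genes had fewer than 2 genes on the array and was not tested. Between 8814 and 9016 genes had a tested probe. limma's fry, and camera with an estimated correlation, were run beside it. For genes of Table 4 the brightest probe of the gene was used in each comparison. ND1, ZMYM6 and TNFRSF8, with 4 comparisons in Table 4, were left out because no probe on the array carried their accession or symbol. The 10000 random gene lists matched on mean signal were drawn with seed 1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

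The text names every gene of Table 2 and Table 4 with all their probes, and per comparison the 5 DEGs with the highest and the 5 with the lowest fitted fold change among those with a symbol and no overlap between the groups. It also names up to 3 genes of a list past the list test. The values in the tables of the paper had been seen when this rule was set. Genes of the other tables are given as counts and medians. HRG, the Y-linked genes and probe A_73_105374 fall outside the rule and were chosen after their values were seen.

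The settings above, the gene lists, the naming rule and most alternatives were fixed before the data were examined. These alternatives were quantile normalization, the 75th percentile over probes well above background on all arrays, scaling to the spike-in probes, the unscaled values, no filter on dim probes, the flags of the paper (a spot counts as absent when its signal is under 2 times its error), and a filter for probes well above background on all arrays. Others were slide as a fixed block, the replicate number as a block with and without slide, 1 probe per gene symbol, only the arrays of the compared groups, and a trend of the variance. The unpaired test of the methods with and without adjustment, fold change alone, the mean of a gene's probes, and leaving out each array in turn were tried as well. The methods name Student's test without saying paired or unpaired, and only the unpaired form was used. Chosen after the data were seen were normexp (offset 50) on the median signal, slide as a random block, the unpaired test of the methods on quantile values of probes present on all arrays, and ratios of linear means after quantile normalization. The median processed signal lay between 17.8 and 19.7 in g3 and between 34.2 and 51.7 in g4, so the offset dominates dim probes. Normexp thus shrinks their changes and moves them with the brightness of the array. Calls of dim probes lost with it cannot tell about expression. The main procedure was tested on simulated data with 200 changed probes per comparison, of which 160, 169, 163 and 169 were recovered in the order of the comparisons above, with 5, 4, 8 and 6 false calls. For the interaction 165 of 200 were recovered with 13 false calls. The planted changes were over 2-fold and up to 8-fold, and all 8-fold for the interaction. Noise was independent between arrays and probes, with no effect of slide, animal or brightness. Most real changes with infection were smaller, with an SD on the log2 scale of 0.43 in yellow cattle and 0.65 in water buffalo. The shares recovered thus do not give the power for such changes. Enrichment of gene ontology terms was not repeated.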

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

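The tests of the ribosomal protein list in this part were fixed in advance, apart from its values with normexp on the median signal and the reading of the trend with signal over all genes, both chosen after the results were seen.

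Ribosomal protein genes, which the paper does not discuss, were lower after infection in both hosts. The list was meant as a control, and it was the 1 list past the list test with camera in each host. In yellow cattle the median log2 fold change was −0.41, with 77 of 77 genes lower (camera adjusted p = 3.6e-12), and in water buffalo it was −0.69, with 75 of 77 lower (camera adjusted p = 1.2e-14). The medians per animal lay between −0.52 and −0.35 in yellow cattle and between −0.97 and −0.47 in water buffalo. The genes that changed most were RPL22L1 (−0.83), RPS9 (−0.65) and RPL29 (−0.62) in yellow cattle, none of them DEGs, and RPL29 (−1.11), RPL13 (−1.08) and RPS10 (−1.05) in water buffalo, all DEGs. None of the last 3 was a DEG with quantile normalization (−0.16, −0.41 and −0.12), with normexp (−0.89, −0.78 and −0.80), with slide as a block (−0.74, −0.92 and −0.90) or in the unscaled values (0.04, 0.07 and 0.10). RPL13 (−0.98) and RPS10 (−0.95) were none with the 75th percentile of detected probes, nor was RPS10 without water buffalo pre-infection replicate 1 (−0.97) or 7 weeks post-infection replicate 1 (−0.91). With fry the list was past the threshold in both hosts (adjusted p = 0.0358 and 0.00382). With an estimated inter-gene correlation it was in neither (adjusted p = 0.955 and 0.915). With the animal as a block it was past it in both (adjusted p = 2.8e-09 and 1.2e-10). With slide as a block the median in water buffalo was −0.57 (adjusted p = 2.7e-06), and in yellow cattle the list was not past the threshold.

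A technical candidate explanation is compression of bright probes, since the arrays after infection were brighter and ribosomal protein probes are among the brightest. Among 10000 random lists of genes matched on mean signal, the median of the list was at percentile 17.1 in yellow cattle, where the central 95% of lists lay between −0.42 and −0.31. In water buffalo it was at percentile 30.4, with a central 95% between −0.76 and −0.54. The median signal rank of the list was 99.4% among all genes in both hosts. Few other genes are as bright, so the matched lists cannot tell whether other genes of equal brightness fell as much. Compression would make the change fall with signal over all genes. Across genes, which are not independent, r of the change with the signal was −0.203 in water buffalo but −0.0055 in yellow cattle, where compression is thus neither borne out nor excluded. The 882 brightest genes in water buffalo had a median change of −0.51 and the 888 brightest in yellow cattle −0.31. After quantile normalization, which gives all arrays the same distribution of signal, the median was −0.01 in yellow cattle and 0.00 in water buffalo. With spike-in scaling, which moved all probes up after infection, it was 0.16 and 0.56, in the unscaled values 0.12 and 0.46, and with normexp on the median signal −0.32 and −0.46. A biological change of ribosomal protein genes over the 7 weeks, with infection or with age, stays open as well and was not tested. A difference between slides stays open too, because no slide holds both time points of a host.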

How the results depend on the processing

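Normexp on the median signal, slide as a random block, and the unpaired test of the methods on quantile values of present probes are tests chosen after the results were seen. For slide as a random block the estimated within-slide correlation was negative in every comparison (−0.124 to −0.130), which a shared slide effect would not give. Normexp on the mean signal was not run, because the files hold no mean signal. The cause was not tested for any change below, unless one is named.

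DEGs between the hosts numbered 7222 before infection and 6994 at 7 weeks. They stayed within 1.5 times of this under quantile normalization, the 75th percentile of detected probes, spike-in scaling, the unscaled values, all 3 other filters, slide or replicate number as a block, only the arrays compared, a variance trend, the unpaired test of the methods and fold change alone. The exceptions were normexp on the median signal (2802 and 3135), 1 probe per gene symbol (2079 and 1944, since fewer probes are tested) and, before infection, the unpaired test after adjustment (4544). With 1 array left out they lay between 6730 and 8313 before infection and between 6587 and 7066 at 7 weeks. The share of DEGs higher in water buffalo before infection was 45.4%, and it was 13.3% with spike-in scaling and 14.3% in the unscaled values, since these scalings lower all water buffalo values before infection.

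Newly presenting DEGs (2031) numbered 1028 with normexp on the median signal, 1185 among probes well above background on all arrays and 451 with 1 probe per gene symbol, and between 1736 and 2271 with 1 array left out. Of them 62.1% were higher in water buffalo, 89.9% with spike-in scaling, 88.8% in the unscaled values and 34.6% with normexp.

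In yellow cattle the 1 DEG with infection became 3 with quantile normalization, 2 with spike-in scaling, 2 in the unscaled values, 2 with no filter on dim probes, 2 with the flags of the paper, 2 with slide as a fixed block and 2 with the replicate block. With spike-in scaling, in the unscaled values and with slide as a fixed block both were other probes, which rose, and with only the arrays compared the 1 DEG was another one as well. It became 0 with normexp on the median signal, 0 among probes well above background on all arrays, 0 with 1 probe per gene symbol, 0 with a variance trend and 0 by the unpaired test after adjustment, where 807 passed before adjustment. Fold change alone gave 1139, slide as a random block 1130, and the unpaired test on quantile values of present probes 576. With 1 array left out the number lay between 0 and 8. It was 8 without water buffalo pre-infection replicate 1, 7 without yellow cattle pre-infection replicate 2 and 2 without yellow cattle pre-infection replicate 1. It was 0 without yellow cattle 7 weeks post-infection replicate 1, 2 or 3, without water buffalo pre-infection replicate 2 and without water buffalo 7 weeks post-infection replicate 1, 2 or 3.

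In water buffalo the 2872 DEGs with infection became 17298 with spike-in scaling and 15629 in the unscaled values, since the arrays after infection were brighter. They became 668 with normexp, 7856 with no filter on dim probes, 590 with 1 probe per gene symbol and 1051 by the unpaired test after adjustment. With slide as a fixed block 0 were called by limma and 2818 had an unadjusted p under 0.05 with a 2-fold change, and with the replicate block and slide together 0 were called. With 1 array left out the number lay between 1006 and 4026. It was 1006 without water buffalo 7 weeks post-infection replicate 1, 1071 without water buffalo 7 weeks post-infection replicate 2 and 1844 without water buffalo pre-infection replicate 1. The share that rose was 52.8%, and 63.0% with quantile normalization, 69.4% with the 75th percentile of detected probes, 99.9% with spike-in scaling, 99.8% in the unscaled values, 29.3% with normexp, 20.6% with no filter and 32.0% with 1 probe per gene symbol.

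Common DEGs (0) numbered 1 with no filter, 1 with the flags of the paper, 1 with the replicate block, 310 with slide as a random block, 141 by the unpaired test, 381 by fold change alone, 116 by the unpaired test on quantile values of present probes, and between 0 and 4 with 1 array left out, with 4 without yellow cattle pre-infection replicate 2. The interaction (0) gave 1 with normexp, 3 with slide as a fixed block, 1 with the replicate block and slide together and 5 with slide as a random block. With 1 array left out it gave between 0 and 1, with 1 without yellow cattle 7 weeks post-infection replicate 3 and 1 without water buffalo pre-infection replicate 2. At an unadjusted p under 0.05 the interaction gave 2737 probes, and 5188 with the replicate block, 4591 with slide as a random block, 1829 with slide as a fixed block, 6424 with spike-in scaling, 8276 in the unscaled values, 6625 with normexp and 5206 with no filter. It lay between 1729 and 5515 with 1 array left out, the highest without yellow cattle pre-infection replicate 3 and the lowest without water buffalo 7 weeks post-infection replicate 1. Apart from the changes given, the replicate block moved no number of DEGs by more than 1.5 times.

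The lowest correlation between arrays (0.884) was 0.930 with all probes, 0.925 with normexp and 0.934 on the linear signal, and between 0.883 and 0.887 with 1 array left out. The highest (0.991) was 0.996 on the linear signal and between 0.987 and 0.991 with 1 array left out. The mean silhouette width (0.55) lay between 0.476 and 0.707 with 1 array left out, the highest without yellow cattle pre-infection replicate 2.

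Lists past the list test numbered 0 between the hosts at either time point and 1 with infection in each host. With fry they were 7 and 9 between the hosts and 4 and 6 with infection, and with an estimated correlation 0 with infection. Quantile normalization gave 0 with infection in both hosts. In yellow cattle normexp gave 2 (B cell receptor and ribosomal) and slide as a block 0. In water buffalo normexp gave 2 (antigen processing and ribosomal) and slide as a block 2 (neutrophil and ribosomal). Before infection slide as a block gave 1 between the hosts. Leaving out 1 array gave between 0 and 1 between the hosts before infection, with 1, the ribosomal list, without yellow cattle pre-infection replicate 1, without water buffalo pre-infection replicate 2 and without water buffalo 7 weeks post-infection replicate 3. In yellow cattle it gave between 1 and 2, with 2 without yellow cattle pre-infection replicate 2, where the interferon-stimulated list (−0.42) was 0.29. With 1 array left out the median of that list lay between −0.87 and 0.29. The ribosomal list in water buffalo (−0.69) was 0.0035 with quantile normalization. The antigen processing list in water buffalo (−0.06) was 0.062 with normexp.

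The direction of PCR was met by 24 of 27 comparisons of Table 4, by 25 with quantile normalization and in the unscaled values, by 24 with normexp, by 23 with slide as a block, and by 23 to 25 with 1 array left out. Of 141 values of named probes, 135 kept their direction and call under quantile normalization, 120 in the unscaled values, 104 with slide as a block, 110 with normexp and 139 with the 75th percentile of detected probes. All 141 did as a ratio of linear means. With slide as a block 36 lost their call, and no call with infection in water buffalo remained. Reversed with normexp were IFNAR1 (0.061), CXCL5 (0.27) and the NKAPL probe A_73_P040536 (0.15) between the hosts before infection, and ROCK2 (−0.26), ZNF384 (−0.070), SCN4B (−0.52), TAF13 (−0.45) and KCTD10 (−0.49) in water buffalo with infection. The offset of normexp shifts dim probes with the brightness of the arrays, so for dim probes among these a reversal cannot tell about expression. In the unscaled values NFYA at A_73_111754 (1.13), RPL29 (0.041), RPL13 (0.065) and RPS10 (0.10) reversed in water buffalo. Where the signal was not above background in a group, fold changes are lower bounds, which limits 1188, 1058, 1 and 275 of the DEGs before infection, at 7 weeks, in yellow cattle and in water buffalo. For 16, 0, 0 and 31 of these the background limit reached the signal of the other group, so that no fold can be given.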

Differences from the paper's values

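The paper describes false discovery control for its enrichment analyses and none for its DEG counts, while the counts here use adjusted p unless stated. DEGs with infection in yellow cattle numbered 1, and the paper's value is 497. All alternatives that were set before the data were examined differ from it as well, with 0 to 3 under other scalings, filters, blocks and limma settings, 0 to 8 with 1 array left out, 0 by the unpaired test of the methods after adjustment, 807 by that test without adjustment and 1139 by fold change alone. DEGs common to both hosts numbered 0, and the paper's value is 83, from which the same alternatives also differ, with 141 by the unpaired test and 381 by fold change alone. DEGs in yellow cattle alone numbered 1, and the paper's value is 390, with 666 by the unpaired test and 758 by fold change alone, so that again no alternative set before comes within 1.5 times. Slide as a random block, chosen after the values were seen, gave 1130, 310 and 820. Its estimated within-slide correlation was negative (−0.130 in yellow cattle and −0.125 in water buffalo), which a shared slide effect would not give, so these numbers are no correction for slide. The unpaired test of the methods on quantile values of probes present on all arrays, also chosen after seeing the values, came within 1.5 times of the paper's with 576, 116 and 460. Of the paper's own called probes it drops 2 of 13 in the S1 Table, 4 of 22 in the S2 Table, 7 of 43 in the S5 Table and 3 of 60 in the S7 Table in each host.

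The lowest correlation between 2 arrays was 0.884, and the paper's value is 0.97. It differs under every alternative set before the data were examined, with 0.879 under quantile normalization, 0.884 in the unscaled values, 0.930 with all probes and 0.934 on the linear signal, and also with normexp on the median signal (0.925), which was chosen after. Between arrays of the same group the correlations lay between 0.972 and 0.991, while the paper gives its range for all 12 samples.

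The fold change of GZMB (A_73_112113) was 0.271, and the paper's value is 4.11 in the S2 Table, which holds genes lower in water buffalo. It was 0.259 with quantile normalization, 0.251 as a ratio of linear means and 0.243 with both, all of which differ as they stand. The inverse of the paper's value, yellow cattle over water buffalo turned to water buffalo over yellow cattle, is 0.243, which differs from none of them. For IFNAR1 (A_73_116078) the fold change was 0.469, and the paper's value is 0.24 in Table 2. It was 0.484 with quantile normalization, 0.457 as a ratio of linear means and 0.472 with both, all of which differ. The S2 Table of the paper lists the same probe in 2 pathways, with 0.24 for natural killer cell-mediated cytotoxicity and with 0.47 for Toll-like receptor signaling.

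Of the S7 Table, which lists probes as DEGs in both hosts, 0 of 60 were DEGs in yellow cattle and 59 of 60 in water buffalo. Settings that call some of them in yellow cattle were the unpaired test of the methods (53), fold change alone (53), slide as a random block (56), the unpaired test on quantile values of present probes (57) and leaving out yellow cattle pre-infection replicate 2 (1). In water buffalo fewer were called without water buffalo 7 weeks post-infection replicate 1 (21) or 2 (23), without water buffalo pre-infection replicate 1 (34), with spike-in scaling (8), with normexp on the median signal (25) and with slide as a fixed block (0). Of the S5 Table 37 of 43 were DEGs, and 40 with the unpaired test, with only the arrays compared or with fold change alone, 39 with slide as a random block, 38 with the replicate block, 39 without water buffalo pre-infection replicate 3 and 38 without yellow cattle pre-infection replicate 2 or 3. Fewer were called with normexp (12), slide as a fixed block (23), spike-in scaling (29) and without yellow cattle 7 weeks post-infection replicate 1 (29).

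The paper states that most newly presenting DEGs were lower in water buffalo. Of all 2031, 769 were lower and 1262 higher, and the paper's own counts also hold more higher than lower DEGs. Under every alternative set before the data were examined more were higher than lower. With normexp 672 of 1028 were lower, and with the unpaired test on quantile values of present probes 1041 were lower and 1029 higher, both chosen after. Of the 43 probes of the S5 Table 31 were lower. The paper states that principal components separated 4 subgroups with the replicates together. Here yellow cattle pre-infection replicate 2 had a silhouette width of −0.56, and 4 clusters had sizes 5, 3, 3 and 1, while the hosts and the groups of water buffalo were separate.

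The paper gives a direction before infection for 13 lists of genes. The lists used here include genes that it names as DEGs from the same arrays, so the counts below are partly fixed by its choice. DEGs went more often in that direction in tight junction (13 higher, 4 lower), p53 signaling (1 and 6), B cell receptor (1 and 4), Toll-like receptor (5 and 9), natural killer cell-mediated cytotoxicity (2 and 6), hematopoietic cell lineage (2 and 8), chemokines (1 and 5), the TNF family (3 and 4) and the interferon family (0 and 1). They did not in TGF-beta signaling, placed among the higher pathways (4 higher, 7 lower), nor in hematopoietins (3 and 3) and T cell receptor signaling (3 and 3), both placed lower, nor in the IL-10 family, placed higher (1 and 1). The probes that the paper itself lists were chosen on these arrays, which nearly fixed their direction. They went in its direction, with 13 of 13 of the S1 Table higher DEGs, among them those for TGF-beta signaling, and 22 of 22 of the S2 Table lower DEGs, among them those for T cell receptor signaling. In Table 2 IL2RA and IL4R were lower and IL22RA1 and IL24 higher DEGs.

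The paper reports different changes of the hosts with infection. In limma the interaction passed for 0 of 31361 probes, with 2737 at an unadjusted p under 0.05 and 5188 with the animal as a block, and 94.9% of the DEGs of water buffalo that were tested in both hosts changed in the same direction in yellow cattle. For CDKN1A, which the paper gives as higher in water buffalo, the brightest probe was lower (−0.52 and −1.24), and another probe was higher (4.65 and 4.44). Within the paper, its DEGs of yellow cattle less its common ones come to 414, and the paper gives 390. Its shared DEGs are 65.9% of its DEGs at 7 weeks and 72.9% of its DEGs before infection, and the paper gives the second share for 7 weeks. The scanner model and the genome build named in the file headers are not those named in the methods.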

Other observations

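Tests chosen only after the results were seen are those of the largest falls, of higher signal in water buffalo under spike-in scaling, of brightness as a cause of the changes in water buffalo, and of slides and brightness as causes of the shared direction. The others were fixed in advance.

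The probes were designed on cattle sequence, so a mismatch with water buffalo RNA could lower the signal of a probe without a change in expression. If it were the main source of the differences between the hosts and struck probes singly, probes of the same gene could disagree more between hosts than between time points. Of 4346 pairs of probes of the same gene with a DEG before infection, 28.6% went opposite ways, and of 2229 such pairs between the time points in water buffalo 35.9% did. The changes between the hosts were also larger, but size was matched among DEGs of 2 to 4-fold. There the other probe went the opposite way in 27.0% between the hosts before infection and in 34.5% between the time points. With the pairs of 7 weeks these shares were 24.3% and 34.9%. The size of the other probe's change was not matched, and over all tested probes changes between the time points were smaller (SD 0.66 against 1.32 before infection). The direction of the other probe is then less sure between the time points, which by itself raises the share of opposite pairs. Mismatch could also lower both probes of a gene. These shares thus cannot tell whether mismatch is the main source, and it stays open for the DEGs between the hosts. For the largest falls the values go with mismatch. Where a probe was at least 32-fold lower before infection, the other probe of the gene changed by less than 2-fold in 51.0% of pairs (25 of 49), against 16.2% (6 of 37) where it was at least 32-fold higher. At 7 weeks the shares were 43.6% (17 of 39) and 22.2% (8 of 36). These use fitted fold changes. With probes not above background in a group set at their bounds, the pairs with a fall stayed the same and those with a rise gave 12.5% (2 of 16) at each time point. DEGs at least 32-fold lower numbered 260 before infection and 165 at these bounds, and 308 and 221 at 7 weeks. The unchanged pairs thus hold few or none of the falls to background in water buffalo, and cannot tell for those. Of the DEGs with at least 64-fold, also at their bounds, 89.2% (91 of 102) were lower before infection and 93.3% (126 of 135) at 7 weeks. Among those measured in both hosts 84.8% and 88.7% were. A mismatch is thus a candidate explanation for many of the largest falls, and a real difference between the hosts stays open for them and was not tested.

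Higher signal in water buffalo could arise if mismatch lowered many probes and the scaling raised the rest. With spike-in scaling, which does not use these probes, 1178 probes were DEGs higher in water buffalo before infection, all of them among the 3276 with the 75th percentile (36.0%). At 7 weeks 3233 were, of which 2995 were among the 3316 with the 75th percentile (90.3%). This argues against that explanation as the whole source of the higher DEGs, and it stays open for those not called with spike-in scaling. A difference between slides would shrink the host differences within a slide. Within slide 1, 99.99% of the DEGs before infection kept their direction, and within slide 3 100% of those at 7 weeks did. The calls nearly fixed this, since the groups did not overlap for 7011 of 7222 and 6922 of 6994 DEGs. The median change was 1.65 within slide 1 against 1.62, and 1.72 within slide 3 against 1.70. With slide as a fixed block 71.0% and 71.4% of the DEGs were kept. These values argue against slides as the main cause, though 1 host has 1 array on each of these slides.

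No slide holds both time points of a host, so the changes with infection cannot be compared within a slide. A difference between slides can be separated from them only with less precision. With slide as a block, estimated from the arrays of a group that lie on different slides, 0 probes were called in water buffalo and 99.7% of the 2872 DEGs kept their direction. Their median change was 1.26 against 1.23, and the median standard error rose from 0.24 to 0.45. The smallest adjusted p was 0.175. In yellow cattle 88.1% of the 1022 probes with an unadjusted p under 0.05 and a 2-fold change kept their direction, with a median of 0.53 against 1.19. Across the DEGs of water buffalo, the difference between slides within yellow cattle at 7 weeks had r = −0.048 with the change, and the difference within water buffalo before infection had r = 0.18. Both rest on 1 array against 2, and these correlations are across probes, which are not independent. A difference in the overall distribution of signal between arrays would have removed the calls under quantile normalization, which kept 82.0% of the DEGs of water buffalo in the same direction. This argues against such a difference as the whole cause. Spike-in scaling, which leaves the difference in brightness in place, kept 53.7% of them. It moved all probes up by the same 1.25, which loses falls whatever their cause, so it cannot tell about brightness. Normexp on the median signal kept 19.4%, so the calls depend on scaling and background correction. Brightness stays open for the calls lost with quantile normalization or normexp, and its effects on single probes stay open for all calls.

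The changes with infection were shared in direction by the hosts (r = 0.658 across probes). With yellow cattle from slides 1 and 2 and water buffalo from slides 2 and 3, so that an offset of slide 2 enters with opposite signs, r was 0.56. The difference of slide 2 from slide 1 within water buffalo before infection had r = 0.39 with the change in yellow cattle between the same slides, and that of slide 3 from slide 2 within yellow cattle had r = −0.013 with the change in water buffalo. The first of these goes with a slide effect and the second does not, so slides stay open as part of the shared change. After quantile normalization r was 0.652, which argues against a difference in the overall distribution of signal between arrays as its source. Quantile normalization does not remove effects of brightness on single probes, such as dim ones. These stay open, since r was not computed with normexp. Infection and 7 weeks of age stay open together, since no uninfected animals were sampled at week 7.

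A shift in blood cell composition would move lists of cell markers. With camera 0 of the 8 lists were past the list test in either host, and at an unadjusted p under 0.05 there was 1 in yellow cattle and 0 in water buffalo, so a shift could not be shown or excluded. The medians in yellow cattle and water buffalo were −0.10 and 0.12 for T cell markers, −0.16 and −0.52 for B cell, −0.23 and −0.35 for natural killer cell, 0.06 and −0.64 for neutrophil, 0.25 and 0.07 for monocyte, −0.98 and −1.52 for eosinophil (2 of 2 genes lower), −0.15 and −1.18 for platelet and −0.23 and −1.28 for erythroid markers. With spike-in scaling, which raised all probes, the medians in water buffalo were 1.37, 0.73, 0.90, 0.61, 1.32, −0.27, 0.07 and −0.03 in the same order. In yellow cattle they were 0.46, 0.41, 0.34, 0.63, 0.82, −0.41, 0.42 and 0.33. In water buffalo 6 of 6 erythroid and 3 of 3 platelet genes were lower with the 75th percentile, and with slide as a block the neutrophil list was past the test with a median of −1.63. Interferon-stimulated genes had medians of −0.42 in yellow cattle (18 of 20 lower) and −0.67 in water buffalo (16 of 20 lower), which was 0.15 and 0.58 with spike-in scaling, and were past the test in neither.

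Other splits of the same arrays were counted for each comparison. For the hosts before infection 1 of 10 splits, the real one, called as many probes, and at 7 weeks 1 of 10. For the changes with infection it was 1 of 4 in each host, among splits that part the animals' pairs, where the paired design gave 2 DEGs in yellow cattle and 3375 in water buffalo with the animal as a block. For the interaction it was 10 of 10. Every other split of the first 4 comparisons called 0, against 7222, 6994, 1 and 2872, and all splits called 0 for the interaction. The splits by themselves are too few to exclude chance for any of these counts. Between the hosts, the smallest adjusted p of limma was 6.7e-11 before infection and 6.0e-11 at 7 weeks, and the groups did not overlap for 49.1% and 54.6% of the probes, where chance gives 10%.

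Among genes with at least 2 DEG probes, the probes went both ways in 13.8% before infection, 11.3% at 7 weeks and 16.0% with infection in water buffalo. The methods name male animals. The Y-linked genes ZFY (A_73_100195), USP9Y (A_73_P048231) and DDX3Y (A_73_P109346), looked up after the other results were seen, were well above background on all 12 arrays. A second probe of USP9Y (A_73_P206377) was on 10 of 12 and that of EIF1AY (A_73_P032906) on 1 of 12.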
